# PKM1 is required for embryonic cardiomyocyte proliferation through energetic regulation of NFYa stability

**DOI:** 10.1093/nsr/nwaf408

**Published:** 2025-09-25

**Authors:** Dandan Zhang, Yansong Tang, Wen Ye, Danli Yang, Shengtang Qin, Juntao Liu, Nan Su, Rongrong Huang, Guangzheng Shi, Dachun Xu, Xiaochen Kou, Yanhong Zhao, Hong Wang, Shaorong Gao, Ke Wei, Lan Kang

**Keywords:** PKM1, cardiac development, cardiomyocyte proliferation, AMPK, NFYa

## Abstract

Pyruvate kinase M1 (PKM1) is a critical enzyme in glycolysis, particularly in high-energy-demand tissues like the heart. However, previous knockout strategies for PKM1 were confounded by compensatory upregulation of its low-activity splice variant, PKM2. Here, we generated a *Pkm1* mutant mouse model using a point mutation that eliminates PKM1 without compensatory PKM2 upregulation. Homozygous *Pkm1* mutants exhibited perinatal lethality associated with cardiac dysfunction, characterized by thin myocardium and reduced cardiomyocyte proliferation during mid-to-late gestation. We found that PKM1 sustains ATP levels to inhibit AMPK, which otherwise promotes NFYa phosphorylation and destabilization. NFYa, a transcription factor essential for cardiomyocyte proliferation, has been identified as a key mediator linking metabolic status to cell cycle. These findings identify the PKM1-AMPK-NFYa axis in energetic regulation of cardiomyocyte proliferation in the embryonic heart, offering new insights into the function of PKM1 and the broader impact of energy metabolism on cardiac development, while also shedding light on the potential metabolic underpinnings of congenital heart diseases.

## INTRODUCTION

In mammals, various tissues with drastically different energy demands employ different strategies to control energy supply and regulate cellular and organ response to changes in energy status [1–4]. In addition, diverse scenarios, such as developmental [5] and ageing progression [6], as well as physiological and pathological adaptations [7,8], add to the complexity of energy regulation of cellular behavior. Pyruvate kinases (PKs) are enzymes catalyzing the conversion of phosphoenolpyruvate (PEP) to pyruvate, which is a key step in glucose metabolism [9]. *Pkm* is a major gene encoding two different PKs, PKM1 and PKM2, which differ by one alternatively spliced exon [9]. PKM1 forms an active tetramer, enriched in tissues with high energy demands like muscle and brain, efficiently producing ATP [9,10]. Conversely, PKM2, expressed in cells with high synthetic needs such as embryonic and cancer cells, is less active and supports cell growth by diverting glycolytic intermediates to biosynthesis [9,11–13], as well as playing other non-metabolic roles [14,15].

The heart is the first functioning organ during mammalian development, and its energy-consuming contraction lasts throughout life [16]. During cardiac development, the heart’s growth requires significant metabolic gear-shifting events to accommodate [17] both the escalating energy demand for blood circulation through the fetus and the increasing need for biosynthesis to facilitate the hyperplastic and hypertrophic growth of cardiomyocytes [16]. Notably, from early to late gestation, energy metabolism in cardiomyocytes shifts from aerobic glycolysis to the TCA cycle to boost energy output [18], while after birth, fatty acid oxidation (FAO), an oxidative phosphorylation (OXPHOS) process using fatty acid as the major substrate, further augments the efficiency of energy production [19]. Thus, it is surprising that elimination of the specific splicing of *Pkm1*, which is responsible for efficient pyruvate production from glucose, shows no cardiac phenotype [20], while cardiac-specific knockout (KO) of *Pkm1* also displayed no obvious cardiac defect without pathological challenge [21].

The balance between PKM1 and PKM2 is crucial for regulating cellular energy production and synthetic activities, and is under complex regulation of alternative splicing [11,12,22–24]. Employing conditional knockout of *Pkm1* or *Pkm2* targeting the isoform-specific exons, previous reports emphasized the role of PKM1 and PKM2 in metabolic remodeling in tumor cells [20,21,25–27], but the survivability of *Pkm1* or *Pkm2* KO mice may be mainly due to elevated expression of the other isoform.

In our research, we provided new phenotypes of PKM1 ablation, in the absence of PKM2 compensation. Through comprehensive phenotypic and mechanistic investigations, we unveiled PKM1’s crucial role in facilitating cardiomyocyte proliferation during late gestation. Furthermore, we identified NFYa as a pivotal transcription factor that links PKM1 and energy metabolism to the transcriptional regulation of genes involved in cell proliferation. This study offers novel insights into the metabolic control of cardiomyocyte proliferation and its implications for cardiac development.

## RESULTS

### *Pkm1* deletion causes neonatal lethality with cardiac dysfunction

To investigate the role of PKM1 in development, we generated a *Pkm1-*KO mouse using CRISPR/Cas9 technology targeting the *Pkm1*-specific exon. A 26 bp deletion in exon 9 of *Pkm* resulted in the formation of a premature termination codon (PTC) in the *Pkm1* transcript (Fig. 1a). PCR and western blot confirmed the absence of PKM1 without compensatory upregulation of PKM2 in hearts and other tissues examined of perinatal *Pkm1* homozygous deletion (*Pkm1*^−/−^) mice (Fig. 1b and Fig. S1a, b). *Pkm1* heterozygous deletion mice (*Pkm1*^+/−^) were able to survive to adulthood and be fertile, without obvious defects. However, no *Pkm1*^−/−^ mice survived to adulthood among the offspring of *Pkm1*^+/−^ parents. Further investigation into the development of these mice revealed that *Pkm1*^−/−^ embryos followed the expected Mendelian ratio from embryonic days (E) 14.5 to E18.5, whereas neonatal *Pkm1*^−/−^ (hereafter referred as KO) mice died within a few hours of birth (Fig. 1c, d). To rule out potential off-target effects of the CRISPR/Cas9 strategy, the top 15 predicted off-target loci were examined by both Sanger sequencing and TIDE analysis, with no detectable mutations found in KO embryos (Table S2).

**Figure 1.**
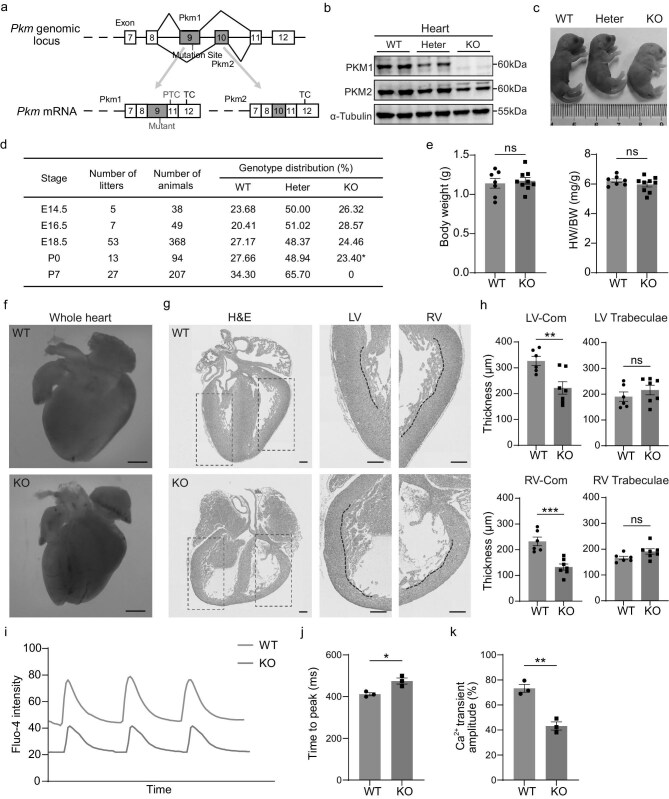
*Pkm1* deletion causes neonatal lethality with cardiac dysfunction. (a) Schematic of *Pkm1* knockout (KO) mouse model. PTC, premature termination codon. TC, termination codon. (b) Western blot analysis of PKM1, PKM2 protein levels in hearts from wild-type (WT), heterozygous (Heter) and KO embryos at embryonic days (E) 18.5. (c) Representative photograph of pups at postnatal day 0 (P0) obtained from heterozygote intercrosses. (d) Ratio of observed mice genotype at embryonic stage (E14.5, *N* = 5 female mice, *n *= 38 embryos; E16.5, *N* = 7 female mice, *n *= 49 embryos; E18.5, *N* = 53 female mice, *n *= 368 embryos) or after birth (P0, *N* = 13 litters, *n *= 94 pups; P7, *N* = 27 litters, *n *= 207 pups) following heterozygote intercrosses. Asterisk indicates that newborn homozygous knockout pups die within hours of birth. (e) Body weight and ratios of heart weight to body weight (HW/BW) in E18.5 WT and KO embryos (*n *= 7 embryos for WT, 9 embryos for KO). (f) Representative images of the whole heart at E18.5. Scale bars, 500 μm. (g) Hematoxylin-eosin (H&E) staining of WT and KO hearts at E18.5. LV, left ventricle. RV, right ventricle. Scale bars, 200 μm. (h) Quantification of left ventricular compact myocardium (LV-Com), LV trabeculae, right ventricular compact myocardium (RV-Com) and RV trabeculae thicknesses of E18.5 WT and KO hearts (*n* = 6 hearts for WT, 7 hearts for KO). (i) Representative calcium transient traces from cardiomyocytes isolated from E18.5 WT and KO hearts. (j) Quantification of time to peak calcium fluorescence (*n* = 3 wells from 6 hearts per group). (k) Quantification of Ca^2+^ transient amplitude (*n* = 3 wells from 6 hearts per group). Two-tailed unpaired Student’s t test was performed (e, h, j, k). All quantitative data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ns: not significant.

Neonatal death is often a sign of cardiopulmonary dysfunction. Histological analysis revealed no morphological abnormalities or difference in thickness in the diaphragms of KO embryos at E18.5, compared to littermate wildtype (WT) embryos (Fig. S1c, d). E18.5 KO embryos exhibited no abnormalities in lung morphology and no alterations in the expression levels of marker genes associated with pulmonary lesions (Fig. S1e, f). Additionally, a floating test showed that the lungs of KO neonates were inflated, suggesting a normal pulmonary function after birth (Fig. S1g).

Given that KO neonates died immediately after birth with an intact pulmonary function, we focused on the hearts of E18.5 KO embryos immediately before birth. There were no significant differences in body weight or heart weight to body weight ratio between WT and KO embryos at E18.5 (Fig. 1e), however, histological analysis revealed that the ventricular compact myocardium in KO hearts was significantly thinner compared to WT hearts (Fig. 1f–h), while the thickness of the trabeculae showed no significant difference between the two groups (Fig. 1h). The thickness of the ventricular wall is critical for normal cardiac function, and thinning of the ventricular wall typically leads to impaired contractile function, reduced cardiac output and compromised circulation. In addition, we observed atrial septal defects (ASDs) in E18.5 KO embryos, a form of congenital heart disease (CHD) that can further disrupt intracardiac blood flow and systemic circulation (Fig. S1h).

To further evaluate whether these structural defects resulted in functional impairment of the myocardium, we isolated cardiomyocytes from E18.5 WT and KO hearts and performed calcium transient analysis using Fluo-4 acetoxymethyl ester (Fluo-4 AM) staining. Compared with WT cardiomyocytes, *Pkm1*-KO cardiomyocytes exhibited a markedly prolonged time to peak and reduced calcium transient amplitude, indicating impaired excitation-contraction coupling and weakened contractile capacity (Fig. 1i–k).

In brief, *Pkm1* deletion, without compensatory PKM2 upregulation, results in neonatal lethality in mice and leads to both significant structural and functional abnormalities in the heart.

### PKM1 is required for proliferation of embryonic cardiomyocytes

In line with the observed thinning of the compact ventricular wall in KO embryos, we found that from mid-gestation to the perinatal period, PKM1 expression in the compact myocardium was higher than in the trabecular region (Fig. 2a and Fig. S2a), and the level of PKM1 in cardiomyocytes increased in late gestation while PKM2 remained constant (Fig. S2b). To investigate whether the thinning of the compact myocardium in KO embryos was due to reduced cell proliferation or increased cell death, we examined the level of several proliferation and apoptosis markers in cardiomyocytes of both WT and KO embryos. We observed a significant reduction in the number of Ki67- and pH3-positive cardiomyocytes, and AURKB-positive cleavage furrows between two separating cardiomyocytes, per unit area in the compact myocardium of KO hearts (Fig. 2b–d). On the other hand, terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining showed no significant difference in cardiomyocyte death between the two groups (Fig. S3a). Moreover, wheat germ agglutinin (WGA) staining showed an increase in cardiomyocyte size in KO embryos (Fig. 2e), suggesting that compensatory hypertrophic growth of cardiomyocytes contributed to the sustained heart weight in KO mice (Fig. 1e).

**Figure 2.**
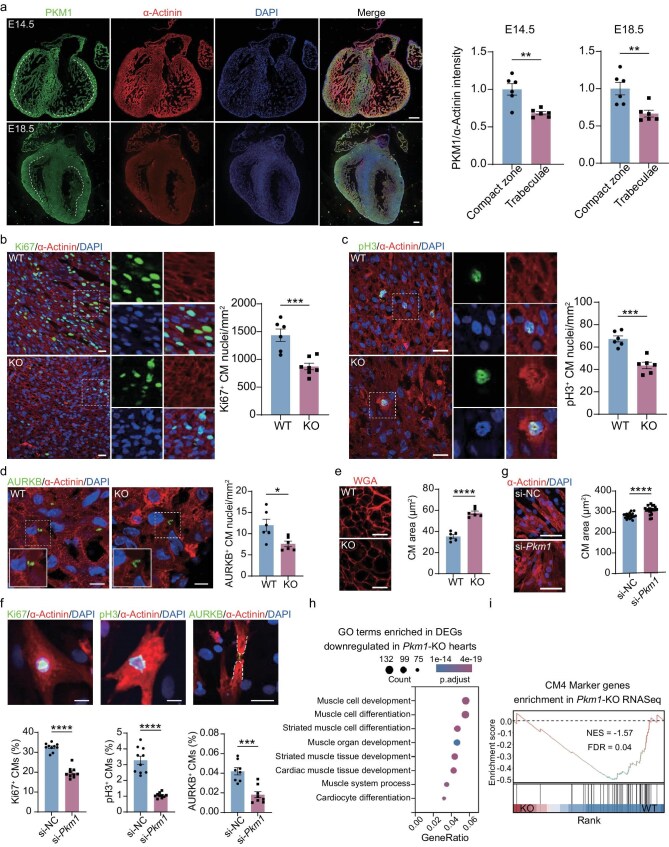
PKM1 is required for proliferation of embryonic cardiomyocytes. (a) Representative images of PKM1 staining and quantification of PKM1 protein levels in compact zone and trabeculae zone of E14.5 and E18.5 hearts (*n* = 6 hearts per group). Scale bars, 200 μm. (b) Representative images of Ki67 staining and quantification of Ki67^+^ nuclei per mm^2^ area of E18.5 WT and KO hearts (*n* = 6 hearts for WT, 7 hearts for KO). Scale bars, 20 μm. (c) Representative images of pH3 staining and quantification of pH3^+^ nuclei per mm^2^ area of E18.5 WT and KO hearts (*n* = 6 hearts per group). Scale bars, 20 μm. (d) Representative images of AURKB staining and quantification of AURKB^+^ nuclei per mm^2^ area of E18.5 WT and KO hearts (*n* = 6 hearts per group). Scale bars, 10 μm. (e) Representative images of wheat germ agglutinin (WGA) staining and quantification of mean cardiomyocyte cross-section area (CSA) of E18.5 WT and KO hearts (*n* = 6 hearts per group). Scale bars, 10 μm. (f) Representative images of Ki67, pH3, AURKB staining and quantification of Ki67^+^ (*n* = 10 wells per group), pH3^+^ (*n* = 10 wells per group), AURKB^+^ (*n* = 8 wells per group) cardiomyocytes (CMs) over total CMs in neonatal rat ventricular cardiomyocytes (NRVCs) 48 h after being transfected with si-negative control (NC) or si-*Pkm1*. Scale bars, 50 μm. (g) Representative images of α-Actinin staining and quantification of mean area in NRVCs 48 h after being transfected with si-NC or si-*Pkm1* (*n* = 20 wells per group). Scale bars, 100 μm. (h) Gene ontology (GO) analysis of the differentially expressed genes (DEGs) that were downregulated in KO hearts compared to WT hearts at E18.5 (*n* = 3 biological replicates per group). (i) Gene set enrichment analysis (GSEA) plot showing the upregulation of CM4 marker genes in WT hearts. NES, normalized enrichment score. FDR, false discovery rate. Two-tailed unpaired Student’s t test was performed (a–g). All quantitative data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns: not significant.

Next, we sought to clarify when the reduction in cardiomyocyte proliferation began in KO embryos. Hearts at E12.5, E14.5 and E16.5 were collected and stained for Ki67 to measure cardiomyocyte proliferation. The results showed no differences in cardiomyocyte proliferation in E12.5 and E14.5 KO embryos compared to WT controls, and the decrease in proliferation occurred in late gestation (∼E16.5) (Fig. S3b–d), which correlated with the changes in PKM1 expression we observed at different stages of cardiac development (Fig. 2a and Fig. S2a, b).

To confirm our *in vivo* findings, we knocked down *Pkm1* in neonatal rat ventricular cardiomyocytes (NRVCs) using siRNA [21] (Fig. S4a, b). Compared to si-negative control (NC), si-*Pkm1* led to reduced cardiomyocyte proliferation (Fig. 2f) and increased cell size (Fig. 2g), consistent with the phenotypes observed in KO hearts (Fig. 2b–e).

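Ventricular tissue of WT and *Pkm1*-KO embryos at E18.5 was sequenced in 3 libraries per genotype, from total RNA depleted of ribosomal RNA. The paper calls these biological replicates. The SDs and p-values of genes given here rest on the spread between libraries. The sample labels name the tissue as heart. The authors aligned the clean reads with Hisat2 and assembled transcripts with StringTie; the paper's text does not name the genome build or the program that counted reads per gene. They deposited the number of reads on each of 13809 gene symbols, without normalization, together with their own edgeR comparison of KO with WT. Every gene in that table had at least 59 counts over the 6 libraries, and the paper's text does not give the filter behind this. The columns carry the genotype but no replicate number, so the libraries are named WT a to c and KO a to c in the order of the columns. WT a, b and c held 17460339, 19875546 and 15597756 counts, and KO a, b and c held 18577404, 15567624 and 18318394 counts. The limit of detection was taken as 3 counts, which is 0.153 to 0.197 CPM (counts scaled to library size) in these libraries and covers counting error only. Counts were scaled with edgeR's TMM method, and KO was compared with WT over the 13804 genes that passed edgeR's filter on low counts. The targeted gene, *Pkm*, lies on chromosome 9 from 59656368 to 59679375 on the plus strand of GRCm38. It was at 1318 ± 41.1 CPM (SD, n = 3) in WT and 542 ± 10.1 CPM (SD, n = 3) in KO hearts. Its log2 fold change was -1.28 (standard error 0.0269, adjusted p = 1.47e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the lowest WT library was 2.36 times the highest KO library. With each library left out in turn, the log2 fold change stayed between -1.30 and -1.26. Counts per gene do not separate *Pkm1* from *Pkm2* transcripts.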

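In a principal component analysis of centred log2 CPM over the 13804 tested genes, PC1 held 67.2% and PC2 10.5% of the variance, and the WT and KO libraries lay apart on PC1. Scaling each gene to unit variance moved these shares most, to 45.4% and 18.8%. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2168 genes were lower and 2011 were higher in KO hearts, and 442 and 413 of them changed by at least 1.5-fold. DESeq2's Wald test moved these numbers most, to 1639 lower and 1362 higher genes. The 3 WT libraries did not overlap with the 3 KO libraries for 5851 genes (42.4%), where chance gives 10%. Of the genes labelled in Fig. S4d, *Fos* fell from 49.6 ± 0.789 to 3.09 ± 0.961 CPM (SD, n = 3 each), a log2 fold change of -4.02 (standard error 0.107). The log2 fold changes of *Cyr61*, *Egr1* and *Adamts1* were -2.54, -2.57 and -2.31. The other labelled genes were higher in KO hearts, with log2 fold changes of 1.18 for *Gpr157*, 1.05 for *Tmem181b-ps*, 0.96 for *Ak4*, 0.94 for *Nmrk2*, 0.83 for *Kdm6a* and 0.81 for *Ppp1r3b*. The largest adjusted p among these 10 genes was 2.54e-13, for *Ak4* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tmem181b-ps* is annotated as a pseudogene, and its value is uncertain because the authors' counting could have split its reads with related genes. *Kdm6a* is X-linked, and the libraries also parted on sex-linked transcripts. *Xist* was at 5.26 ± 0.50 CPM in WT and 2285 ± 47.6 CPM in KO hearts (SD, n = 3 each). The Y-linked genes *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* had 0 counts in every KO library and were at least 543-, 309-, 304- and 227-fold lower than in WT hearts. By these transcripts, sex and genotype coincide in these libraries. An effect of sex on other genes, those of the lists below included, therefore cannot be told apart from an effect of genotype. The smallest adjusted p-values among lower genes belonged to *Ctgf*, *Adamts1*, *Cyr61*, *Ddx3y* and *Btg2*, and among higher genes to *Xist*, *Eno1b*, *Myl4*, *Nppa* and *Ppp1r3b*. *Cxcl1*, with 0 to 2 counts in each KO library, was at least 15.8-fold lower in KO hearts. Among genes with a mean of at least 1 CPM and no overlap between the groups, after *Xist*, the largest increases were in *Eno1b*, *Chac1*, *Mpzl2* and *Gm3002*, with log2 fold changes of 5.39, 2.61, 2.28 and 2.03. *Eno1b* and *Gm3002* are uncertain, since *Eno1b* shares 75.3% of its 50-base words with *Eno1* transcripts and *Gm3002* belongs to a multigene family.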

To further investigate the molecular mechanisms underlying the effects of PKM1 ablation, we performed RNA-seq analysis on ventricular tissue at E18.5 to evaluate the transcriptomic differences between WT and KO hearts (Fig. S4c, d). 

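Because GO terms were not used here, a list of 70 sarcomere and cardiac muscle development genes stood in for them. All 70 genes were tested; 53 were lower and 17 higher in KO hearts, with a median log2 fold change of -0.10. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 38 were lower and 10 higher, and 44 and 11 when adjusted over the list alone. As a set, the genes were lower in KO hearts by limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 7.89e-08, Benjamini-Hochberg over 20 lists). The set also passed limma's fry test (adjusted p = 0.00134), which does not compare a set with the other genes. The call did not hold when camera estimated the correlation from the 6 libraries (adjusted p = 0.164). *Lmod2*, on chromosome 6, fell from 298 ± 15.7 to 97.8 ± 1.53 CPM (SD, n = 3 each), a log2 fold change of -1.60 (standard error 0.0388, adjusted p = 3.82e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hand2* and *Sik1* had log2 fold changes of -0.83 and -0.81, larger than the spread between libraries in both cases. *Tcap* and *Myh6* changed less, by -0.50 and -0.46 on the log2 scale. The increases were largest in *Acta1*, with a log2 fold change of 1.07, and *Nrg1*, with 0.60.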

Differentially expressed genes (DEGs) downregulated in KO hearts were enriched in muscle cell development- and differentiation-associated processes (Fig. 2h), suggesting impaired cardiac development. A previous study using single-nucleus RNA-seq (snRNA-seq) of postnatal day 1 to day 8 mouse hearts identified five cardiomyocyte clusters (CM1-CM5), among which the cluster CM4 represents a cardiomyocyte population with proliferative potential [28] (Fig. S4e, f). Gene set enrichment analysis (GSEA) showed an overall downregulation of CM4 marker genes in *Pkm1*-KO hearts (Fig. 2i), which coincided with our results of reduced cardiomyocyte proliferation upon *Pkm1* knockout and knockdown (Fig. 2b–g).

Taken together, these data demonstrate that elimination of PKM1 results in reduced cardiomyocyte proliferation and disrupted normal cardiac development.

### *Pkm1* deletion causes metabolic dysregulation and impairs mitochondrial respiration

Since PKM1 is a key enzyme in the glycolysis pathway, we sought to clarify the regulatory role of PKM1 in cardiomyocyte metabolism. Untargeted metabolomic analysis was performed on hearts from E18.5 KO and WT embryos, and Kyoto encyclopedia of genes and genomes (KEGG) analysis of the differentially abundant metabolites showed that the loss of PKM1 affected the metabolism of amino acids, nucleotides, lipids and carbon, which is consistent with a systemically defective metabolism (Fig. 3a and Fig. S5a). More importantly, as the direct substrate of PKM1, PEP was markedly accumulated in the PKM1-deficient hearts, suggesting impaired glycolysis (Fig. 3a). Consistently, Seahorse XF analysis revealed a significant reduction in glycolytic proton efflux rate (GlycoPER) in si-*Pkm1*-treated NRVCs, together with downregulated basal oxygen consumption rates (OCRs) and ATP production (Fig. 3b).

**Figure 3.**
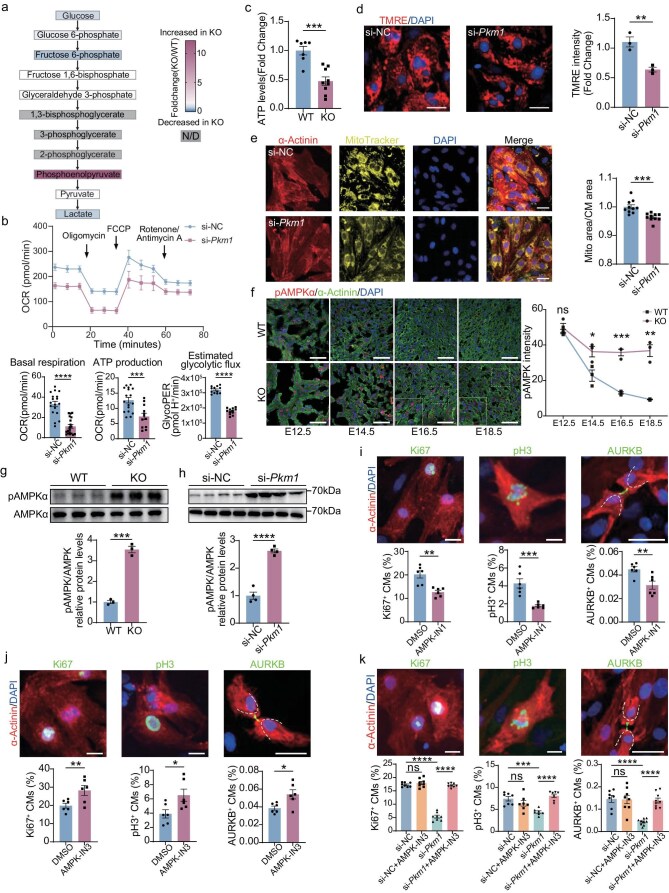
*Pkm1* deletion causes metabolic dysregulation and impairs mitochondrial respiration. (a) Foldchange of glycolytic metabolites in E18.5 WT and KO hearts. Box color depicts the fold-change (KO/WT). Gray-marked metabolites were not detected (N/D). (b) Analysis and quantification of mitochondrial oxygen consumption rates (OCRs) in NRVCs 48 h after being transfected with si-NC or si-*Pkm1* (*n* = 19 wells/si-NC, 18 wells/si-*Pkm1*). FCCP, carbonyl cyanide-p-trifluoromethoxyphenylhydrazone. Drug addition is indicated. (c) ATP levels of E18.5 WT and KO hearts (*n* = 7 hearts for WT, 9 hearts for KO). Data are normalized to total proteins. (d) Representative images of tetramethylrhodamine ethyl ester (TMRE) staining and quantification of mitochondrial membrane potential in NRVCs 48 h after being transfected with si-NC or si-*Pkm1* (*n* = 3 wells per group). Scale bars, 50 μm. (e) Representative images of MitoTracker staining and quantification of mitochondrial distribution in NRVCs 48 h after being transfected with si-NC or si-*Pkm1* (*n* = 10 wells per group). Scale bars, 50 μm. (f) Representative images and quantification of phosphorylated AMPKα^T172^ (pAMPK) in WT and KO hearts at E12.5, E14.5, E16.5, and E18.5 (*n* = 3 hearts per group). Scale bars, 50 μm. (g) Western blot analysis and quantification of pAMPK, AMPK protein levels in E18.5 WT and KO hearts (*n* = 3 hearts per group). (h) Western blot analysis and quantification of pAMPK, AMPK protein levels in NRVCs 48 h after being transfected with si-NC or si-*Pkm1* (*n* = 4 wells per group). (i) Representative images of Ki67, pH3, AURKB staining and quantification of Ki67^+^ (*n* = 6 wells per group), pH3^+^ (*n* = 6 wells per group), AURKB^+^ (*n* = 6 wells per group) CMs over total CMs in NRVCs treated with dimethyl sulfoxide (DMSO) or AMPK-IN1 (2 μM) for 6 h. Scale bars, 50 μm. (j) Representative images of Ki67, pH3, AURKB staining and quantification of Ki67^+^ (*n* = 6 wells per group), pH3^+^ (*n* = 6 wells per group), AURKB^+^ (*n* = 6 wells per group) CMs over total CMs in NRVCs treated with DMSO or AMPK-IN3 (5 μM) for 24 h. Scale bars, 50 μm. (k) Representative images of Ki67, pH3, AURKB staining and quantification of Ki67^+^ (*n* = 8 wells per group), pH3^+^ (*n* = 7 wells per group), AURKB^+^ (*n* = 7 wells/si-NC, 8 wells/si-NC + AMPK-IN3, 9 wells/si-*Pkm1*, 9 wells/si-*Pkm1 *+ AMPK-IN3) CMs over total CMs in NRVCs transfected with si-NC or si-*Pkm1*, treated with DMSO or AMPK-IN3 (2 μM) for 24 h. Scale bars, 50 μm. Two-tailed unpaired Student’s t test was performed (b–j). One-way ANOVA, Tukey’s Multiple Comparison Test was performed (k). All quantitative data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns: not significant.

Pyruvate, mainly generated by PKM1, serves as the principal fuel for mitochondrial energy production in embryonic hearts. In *Pkm1*-KO hearts, ATP levels were significantly reduced (Fig. 3c), and si-*Pkm1*-treated NRVCs exhibited a marked decline in mitochondrial membrane potential, as measured by tetramethylrhodamine ethyl ester (TMRE), indicating mitochondrial depolarization (Fig. 3d). Additionally, MitoTracker and α-Actinin staining revealed that content of mitochondria in cardiomyocytes, measured as the ratio of mitochondrial area to cardiomyocyte area, was significantly reduced in si-*Pkm1*-treated NRVCs (Fig. 3e).

As elimination of PKM1 led to a significant reduction of ATP production in both embryonic mouse hearts and NRVCs, we examined the activity of AMP-activated protein kinase (AMPK), a key cellular energy sensor [29]. Upon energy starvation, the α subunit of AMPK is phosphorylated (pAMPKα) at Thr172 and the AMPK complex is activated [30]. We used immunofluorescence staining of pAMPKα (Thr172) to delineate the dynamics of AMPK activation during cardiac development. In WT hearts, the pAMPK signal was highest at E12.5, sharply declined by E14.5, and was almost diminished by E18.5 (Fig. 3f), consistent with reported developmental AMPK inactivation in the embryonic heart [18]. Notably, *Pkm1*-KO hearts exhibited a distinct AMPK activation trajectory: while the pAMPK signal was comparable to WT at E12.5, the reduction at E14.5 was moderate and it remained detectable through E18.5 (Fig. 3f). The elevation of pAMPK was pronounced from E16.5 onward in *Pkm1*-KO hearts, which coincided with the onset of cardiomyocyte proliferation defects in KO hearts starting at late gestation (∼E16.5) (Fig. S3b–d). Western blot analysis confirmed significantly increased AMPKα Thr172 phosphorylation in both KO hearts and NRVCs with *Pkm1* knockdown (Fig. 3g, h), indicating AMPK activation.

To explore whether AMPK activity is involved in regulating cardiomyocyte proliferation, we treated NRVCs with AMPK activator AMPK-IN1 and inhibitor AMPK-IN3, respectively. Compared to the control group, AMPK activation led to decreased NRVC proliferation (Fig. 3i), while AMPK inhibition enhanced NRVC proliferation (Fig. 3j and Fig. S6a), suggesting AMPK activity negatively regulates cardiomyocyte proliferation.

To determine whether PKM1 regulates cardiomyocyte proliferation through AMPK activity, we treated these cardiomyocytes with AMPK inhibitor AMPK-IN3 after knockdown of *Pkm1* in NRVCs. Percentages of Ki67- and pH3-positive cardiomyocytes, and AURKB-positive cleavage furrows between two separating cardiomyocytes were reduced in *Pkm1* knockdown cardiomyocytes, but were all restored by AMPK-IN3 at a concentration that does not affect baseline proliferation levels (Fig. 3k and Fig. S6a), demonstrating that AMPK inhibition rescued cardiomyocyte proliferation defects induced by PKM1 loss. These results suggest that AMPK activation mediates the effect of PKM1 loss-of-function on suppressing cardiomyocyte proliferation.

### NFYa is a critical regulator of cardiomyocyte proliferation downregulated upon *Pkm1* deletion

AMPK is a kinase with diverse substrates and downstream effectors, and transcription factors must be involved to alter transcription programs of proliferation genes upon energy shortage and AMPK activation. To uncover key transcription factors regulating genes downregulated in KO mouse hearts, we performed motif enrichment analysis using hypergeometric optimization of motif enrichment (HOMER) on the promoter regions of these genes. NFY and Sp family transcription factors were suggested to be associated with the regulation of these genes (Fig. 4a). NFYa has been considered as a key transcription factor regulating embryonic and perinatal cardiomyocyte proliferation [28,31], and its interaction with Sp transcription factors has also been reported [31], thus making NFYa a particularly compelling candidate for the downstream transcriptional effector of PKM1.

**Figure 4.**
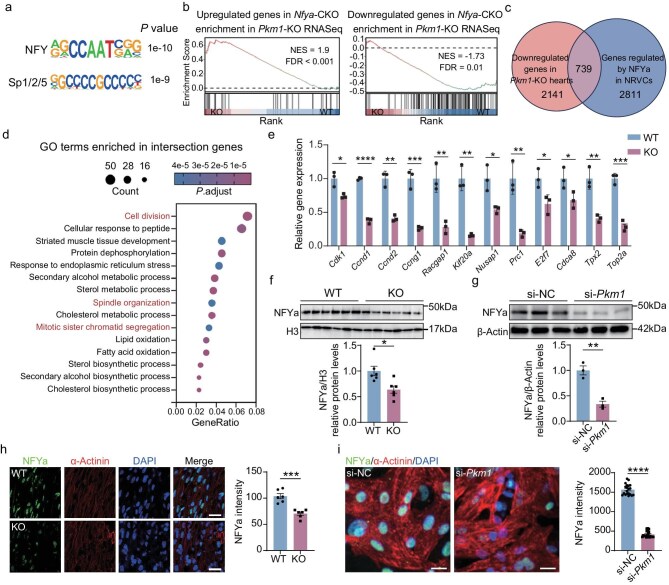
NFYa is a critical regulator of cardiomyocyte proliferation downregulated upon *Pkm1* deletion. (a) Motif analysis of downregulated genes in *Pkm1*-KO hearts at E18.5. (b) GSEA plot of RNA-seq data from *Nfya* conditional knockout (CKO) hearts, comparing the results to those of *Pkm1*-KO RNA-seq data. (c) Venn plot showing the overlap of downregulated genes in *Pkm1*-KO hearts and genes regulated by NFYa in NRVCs. (d) GO analysis of the overlapping genes from (c). (e) qRT-PCR analysis of NFYa target genes enriched in the ‘cell division’ GO term in E18.5 WT and KO hearts (*n* = 3 hearts per group). (f) Western blot analysis and quantification of NFYa protein levels in E18.5 WT and KO hearts (*n* = 6 hearts per group). (g) Western blot analysis and quantification of NFYa protein levels in NRVCs 48 h after being transfected with si-NC or si-*Pkm1* (*n* = 3 wells per group). (h) Representative images of NFYa staining and quantification of NFYa protein levels in E18.5 WT and KO hearts (*n* = 6 hearts per group). Scale bars, 20 μm. (i) Representative images of NFYa staining and quantification of NFYa protein levels in NRVCs 48 h after being transfected with si-NC or si-*Pkm1* (*n* = 20 wells per group). Scale bars, 50 μm. Two-tailed unpaired Student’s t test was performed (e–i). All quantitative data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns: not significant.

To dissect the relationship between PKM1 and NFYa, we conducted GSEA of up- and down-regulated genes in cardiomyocyte-specific *Nfya* knockout (*Nfya*-CKO) hearts [31] in *Pkm1-*KO RNA-seq data. Interestingly, genes upregulated in *Nfya*-CKO hearts were significantly upregulated in *Pkm1*-KO hearts (NES = 1.9, FDR <0.01), while genes downregulated in *Nfya*-CKO hearts were also significantly downregulated in *Pkm1*-KO hearts (NES = −1.73, FDR <0.01) (Fig. 4b). This strong correlation suggests that NFYa may play a central role in modulating the transcriptional changes upon *Pkm1* deletion. In addition, we analyzed the overlapping genes downregulated in *Pkm1*-KO hearts and occupied by NFYa in cardiomyocytes [31] (Fig. 4c). 

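At an unadjusted p under 0.05, the quasi-likelihood test gave 2865 lower and 2758 higher genes in KO hearts. In the authors' deposited table, 2256 genes were lower and 2168 higher at a false discovery rate under 0.05, and 2880 were lower and 2851 higher at an unadjusted p under 0.05. Of those 2880 genes in the authors' deposited table, 624 had a false discovery rate of 0.05 or more, and 2388 (82.9%) changed by less than 1.5-fold. The genes bound by NFYa were not analysed here. In the paper, motif enrichment in the promoters of the lowered genes (Fig. 4a) and earlier reports made NFYa a candidate. From the comparison with *Nfya*-CKO hearts (Fig. 4b), the paper proposes that NFYa may be central to the transcriptional changes after *Pkm1* deletion.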

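The RNA-seq values of the 12 cell division genes named in Fig. 4e were all lower in KO hearts, with mean CPM between 0.853 and 0.951 of the WT mean. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 10 of them were lower, and 12 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *Racgap1* changed most, from 112 ± 3.02 to 95.7 ± 3.80 CPM (SD, n = 3 each), a log2 fold change of -0.23 (standard error 0.0417, adjusted p = 1.17e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccng1*, *Kif20a*, *Prc1*, *Ccnd1*, *Tpx2* and *Ccnd2* had log2 fold changes of -0.20, -0.19, -0.18, -0.16, -0.14 and -0.14. *Nusap1* (-0.18), *E2f7* (-0.16) and *Cdca8* (-0.16) lay near the threshold, with adjusted p-values of 0.0421, 0.0496 and 0.0366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 lost their call with DESeq2, and the WT and KO libraries overlapped for *Nusap1*. The calls of *Kif20a* and *Tpx2* rested on KO a and KO c, without which their adjusted p-values were 0.0587 and 0.0544 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without KO a, only 6 of the 12 genes were called. *Cdk1* (log2 fold change -0.10, adjusted p = 0.101) and *Top2a* (-0.07, adjusted p = 0.0687) did not pass the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among 54 genes of the G2/M phase, which include 5 of the Fig. 4e genes, 45 were lower, 18 of them past the threshold (20 when adjusted over the list alone), with a median log2 fold change of -0.08 (camera, adjusted p = 0.0159 over 20 lists). Among 43 genes of the S phase, 25 were lower and 18 higher (camera, adjusted p = 0.803). The Fig. 4e genes as a set had a camera adjusted p of 0.00946. Both lowered sets also passed under fry (adjusted p = 4.82e-04 for G2/M and 0.00201 for Fig. 4e), which does not compare a set with the other genes. Neither passed when camera estimated the inter-gene correlation (0.132 and 0.234). Of the 10 splits of the 6 libraries into 3 and 3, 3 gave as small a camera p for G2/M. For the Fig. 4e genes 3 did, the real split counted in both.

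**Figure D1:**
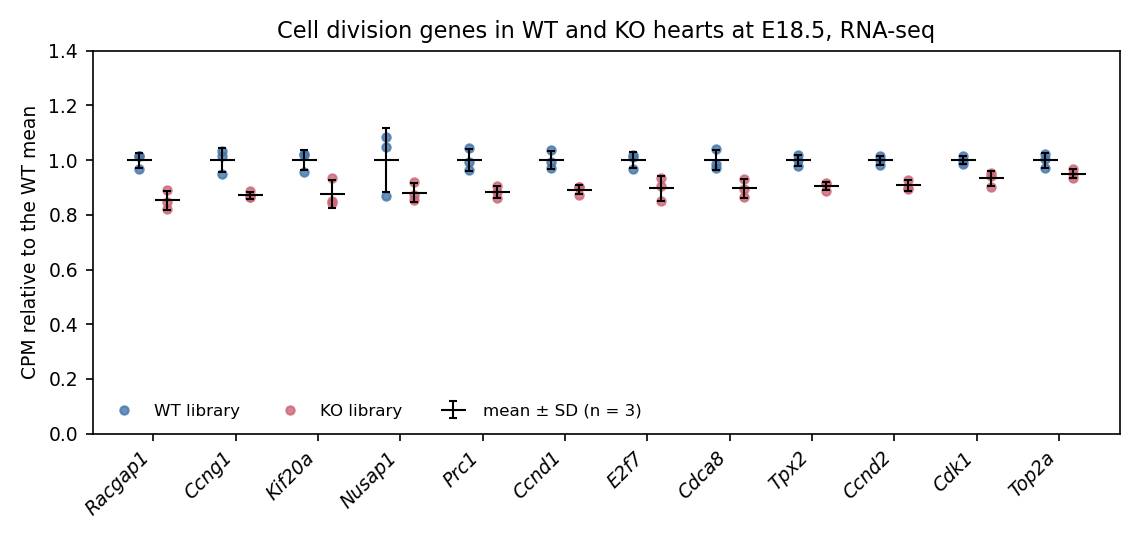
CPM of the 12 cell division genes in each WT and KO library at E18.5, divided by the WT mean of the gene (vertical axis, from 0). Points are libraries, and bars give the mean and SD (n = 3); the KO means lie between 0.853 and 0.951.

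**Figure D2:**
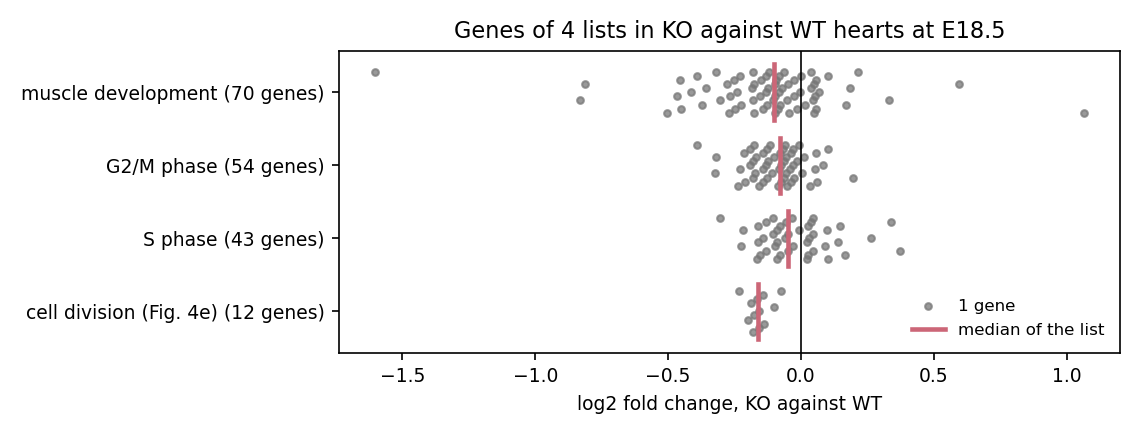
Log2 fold change in KO against WT hearts (horizontal axis) of each gene of 4 lists, with 1 point per gene and the median of each list as a vertical bar. The medians lie at -0.10 for muscle development, -0.08 for G2/M phase, -0.05 for S phase and -0.16 for the Fig. 4e genes.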

Gene ontology (GO) enrichment analysis of these 739 intersecting genes revealed that they were significantly enriched in cell cycle-related pathways, such as cell division, spindle organization and mitotic sister chromatid segregation (Fig. 4d, e), suggesting that NFYa may be the downstream transcription factor for PKM1 to affect cardiomyocyte proliferation.

To clarify the regulatory role of PKM1 on NFYa, we assessed *Nfya* mRNA and NFYa protein levels following *Pkm1* knockout and knockdown. There was no alteration in the transcriptional level of *Nfya* in KO hearts or in NRVCs treated with si-*Pkm1* (Fig. S7a, b). However, western blot showed a significant decrease in NFYa protein level in KO embryonic hearts compared to WT controls (Fig. 4f). A similar reduction in NFYa protein was observed in NRVCs with *Pkm1* knockdown (Fig. 4g). Immunofluorescence staining coincided with these findings, showing decreased NFYa protein levels in both KO embryonic cardiomyocytes and *Pkm1*-knockdown NRVCs relative to their respective controls (Fig. 4h, i). In addition, we also observed higher expression of NFYa in the compact myocardium compared to the trabecular region (Fig. S7c), which corresponds to the pattern of PKM1 (Fig. 2a). Collectively, these results indicate that PKM1 regulates the protein levels of NFYa in cardiomyocytes, rather than regulating its transcription.

### AMPK activation led to NFYa degradation upon *Pkm1* deletion

As we found that ablation of PKM1 led to the activation of AMPK and decreased abundance of NFYa protein, we sought to figure out the relationship between AMPK activity and NFYa level.

First, we tested whether AMPK activity affects NFYa protein level. Treatment with the AMPK activator AMPK-IN1 in NRVCs led to a significant reduction in NFYa levels, while AMPK inhibitor AMPK-IN3 was the opposite (Fig. 5a). At the same time, the mRNA level of *Nfya* remained unchanged (Fig. 5b), suggesting that AMPK affected NFYa protein level rather than its transcription. To examine whether AMPK activation mediates the effect of PKM1 loss-of-function on NFYa protein, we treated NRVCs with si-*Pkm1* together with AMPK-IN3. *Pkm1* knockdown led to increased AMPK phosphorylation and reduced NFYa protein, while these effects were eliminated by AMPK-IN3 (Fig. 5c). This result supports the idea that PKM1 deficiency activates AMPK, which in turn regulates NFYa protein level.

**Figure 5.**
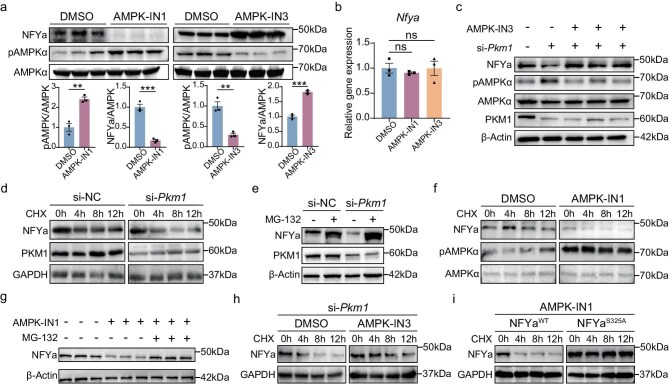
AMPK activation led to NFYa degradation upon *Pkm1* deletion. (a) Western blot analysis and quantification of NFYa, pAMPK protein levels in NRVCs treated with DMSO, AMPK-IN1(2 μM, for 6 h) or AMPK-IN3 (5 μM, for 24 h) (*n* = 3 wells per group). (b) qRT-PCR analysis of *Nfya* mRNA levels in NRVCs treated with DMSO, AMPK-IN1(2 μM, for 6 h) or AMPK-IN3 (5 μM, for 24 h) (*n* = 3 wells per group). (c) Western blot analysis of NFYa, pAMPK, AMPK protein levels in NRVCs transfected with si-NC or si-*Pkm1*, treated with DMSO or AMPK-IN3 (5 μM) for 24 h. (d) Western blot analysis of NFYa protein levels in NRVCs transfected with si-NC or si-*Pkm1*, treated with cycloheximide (CHX, 1 mM). (e) Western blot analysis of NFYa protein levels in NRVCs transfected with si-NC or si-*Pkm1*, treated with DMSO or MG-132 (10 μM) for 24 h. (f) Western blot analysis of NFYa, pAMPK protein levels in NRVCs treated with DMSO or AMPK-IN1 (2 μM) in the presence of CHX (1 mM). (g) Western blot analysis of NFYa protein levels in NRVCs treated with DMSO, AMPK-IN1 (2 μM, for 6 h) or MG-132 (10 μM, for 12 h) (*n* = 3 wells per group). (h) Western blot analysis of NFYa protein levels in NRVCs transfected with si-*Pkm1*, treated with DMSO or AMPK-IN3 (5 μM) in the presence of 1 mM CHX. (i) Western blot analysis of NFYa protein levels in WT and mutant NRVCs treated with CHX (1 mM). Two-tailed unpaired Student’s t test was performed (a). One-way ANOVA, Tukey’s Multiple Comparison Test was performed (b). All quantitative data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns: not significant.

To further explore the mechanism by which AMPK regulates NFYa abundance, we first examined how NFYa is degraded. In the presence of cycloheximide (CHX) which inhibits protein synthesis, treatment with the proteasome inhibitor MG-132, but not lysosome inhibitor E64d, blocked NFYa degradation (Fig. S8a), indicating that NFYa is degraded via the proteasome pathway but not the lysosomal pathway. Then we examined the level of NFYa protein in NRVCs in the presence of CHX (Fig. 5d) or MG-132 (Fig. 5e) with or without *Pkm1* knockdown, and found that NFYa was degraded more rapidly in PKM1-deficient NRVCs when protein synthesis was inhibited (Fig. 5d), while blocking proteasome with MG-132 rescued NFYa protein levels in both si-NC- and si-*Pkm1* treated cells to a comparable extent (Fig. 5e), indicating that PKM1 deficiency does not affect NFYa protein synthesis but rather its post-translational degradation through the proteasome pathway.

To clarify the role of AMPK in NFYa degradation, we activated AMPK using AMPK-IN1 in NRVCs, and observed accelerated NFYa degradation (Fig. 5f), an effect that was blunted by MG-132 (Fig. 5g), indicating that AMPK activation enhances proteasomal degradation of NFYa. Conversely, inhibiting AMPK via AMPK-IN3 slowed NFYa degradation in PKM1-deficient NRVCs (Fig. 5h), further supporting the notion that PKM1 stabilizes NFYa by inhibiting AMPK.

Finally, as AMPK is a kinase involved in several signaling pathways, we investigated whether posttranslational modification, such as phosphorylation, is responsible for NFYa degradation promoted by AMPK. Utilizing PhosphoSitePlus [32], we identified serine 325 as the primary candidate for phosphorylation within NFYa. Thus, we generated a phosphorylation-resistant S325A NFYa mutant and assessed its stability in response to AMPK activation. The S325A NFYa mutant exhibited markedly enhanced stability compared to the wildtype NFYa (Fig. 5i), indicating that phosphorylation at S325, potentially mediated by AMPK, is essential for the proteasomal degradation of NFYa.

Together, these results revealed that AMPK plays a key role in regulating NFYa stability through proteasomal degradation, with its activity modulated by PKM1 abundance. Depletion of PKM1 triggers AMPK activation, which in turn promotes NFYa degradation through S325 phosphorylation. Conversely, AMPK inhibition not only preserves NFYa levels but also restores cardiomyocyte proliferation impaired by PKM1 deficiency. These observations underscore the critical role of AMPK-dependent regulation of NFYa stability in cardiomyocytes.

### NFYa overexpression rescues proliferation and structural defects in *Pkm1* knockout hearts

To functionally test whether NFYa is responsible for sustaining cardiomyocyte proliferation downstream of PKM1, we overexpressed NFYa via AAV9 (Fig. S9a) in *Pkm1*-knockdown NRVCs, and assessed cardiomyocyte proliferation. NFYa overexpression was able to restore the proportion of Ki67- and pH3-positive cardiomyocytes, and AURKB-positive cleavage furrows between dividing cardiomyocytes, which were all decreased by si-*Pkm1* (Fig. 6a–c), showing that NFYa overexpression can rescue the proliferation defects caused by *Pkm1* knockdown, thus supporting that NFYa acts downstream of PKM1 to sustain cardiomyocyte proliferation.

**Figure 6.**
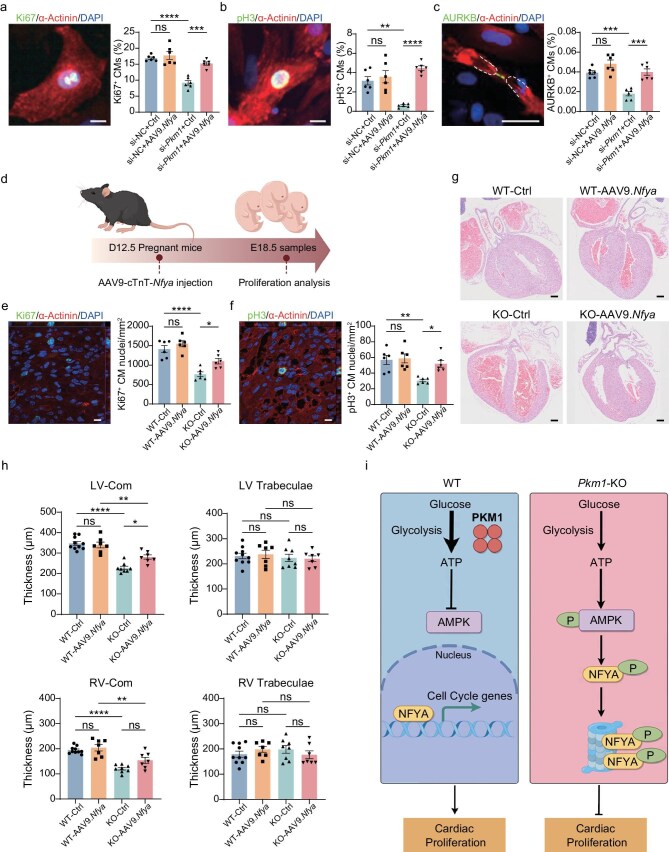
NFYa overexpression rescues proliferation and structural defects in *Pkm1* knockout hearts. (a) Representative image of Ki67 staining and quantification of Ki67^+^ CMs over total CMs in NRVCs transfected with si-NC or si-*Pkm1*, with or without overexpression of NFYa for 48 h (*n* = 6 wells per group). Scale bar, 50 μm. (b) Representative image of pH3 staining and quantification of pH3^+^ CMs over total CMs in NRVCs transfected with si-NC or si-*Pkm1*, with or without overexpression of NFYa for 48 h (*n* = 6 wells per group). Scale bar, 50 μm. (c) Representative image of AURKB staining and quantification of AURKB^+^ CMs over total CMs in NRVCs transfected with si-NC or si-*Pkm1*, with or without overexpression of NFYa for 48 h (*n* = 6 wells per group). Scale bar, 50 μm. (d) Schematic diagram of CM proliferation analysis post AAV9-cTnT-*Nfya* injection. AAV9-cTnT-*Nfya* was administered via tail vein injection to pregnant mice at E12.5, and embryonic hearts were harvested at E18.5 for analysis. (e) Representative image of Ki67 staining and quantification of Ki67^+^ nuclei per mm^2^ area of E18.5 WT and KO hearts with or without overexpression of NFYa (*n* = 6 hearts per group). AAV9 was administered at E12.5. Scale bar, 10 μm. (f) Representative image of pH3 staining and quantification of pH3^+^ nuclei per mm^2^ area of E18.5 WT and KO hearts with or without overexpression of NFYa (*n* = 6 hearts per group). AAV9 was administered at E12.5. Scale bar, 10 μm. (g) H&E staining of WT and KO hearts with or without overexpression of NFYa at E18.5. AAV9 was administered at E12.5. Scale bars, 200 μm. (h) Quantification of left ventricular compact myocardium (LV-Com), LV trabeculae, right ventricular compact myocardium (RV-Com) and RV trabeculae thicknesses of hearts from (g) (*n* = 10 hearts for WT-Ctrl, 7 hearts for WT-AAV9.*Nfya*, 8 hearts for KO-Ctrl, 7 hearts for KO-AAV9.*Nfya*). (i) Model of PKM1 regulating CM proliferation by inhibiting AMPK’s degradation of transcription factor NFYa. One-way ANOVA, Tukey’s Multiple Comparison Test was performed (a–c, e–f, h). All quantitative data are expressed as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns: not significant.

Furthermore, we aimed to determine whether NFYa overexpression could also rescue the proliferative and structural defects in *Pkm1*-KO hearts. At E12.5, we administered AAV9-cTnT-*Nfya* via tail vein injection to pregnant *Pkm1*^+/−^ female mice bred with *Pkm1*^+/−^ males, and the embryos were harvested at E18.5 for subsequent analysis (Fig. 6d and Fig. S9b). Staining for Ki67 and pH3 showed that delivery of AAV9-cTnT-*Nfya* partially rescued the proliferation defects of KO cardiomyocytes (Fig. 6e, f). In addition, histological analysis of E18.5 hearts (Fig. 6g) revealed that AAV9-cTnT*-Nfya* treatment also partially restored the thickness of the compact myocardium which was reduced in KO embryos (Fig. 6h). No significant changes were observed in the trabecular zones across groups (Fig. 6h), implying that both PKM1 and NFYa predominantly affect the compact zone of the myocardium.

We also examined the effects of *Pkm1* knockdown and NFYa overexpression in human iPSC-derived cardiomyocytes (hiPSC-CMs). Consistent with our findings in NRVCs and mouse hearts, *Pkm1* knockdown in hiPSC-CMs impaired cardiomyocyte proliferation, which was significantly restored by NFYa overexpression (Fig. S9c). These results support the conservation of the PKM1-AMPK-NFYa axis in hiPSC-CMs, underscoring its potential relevance to human cardiac development and disease.

## DISCUSSION

By generating a *Pkm1*-specific premature termination mutation, we have made a mouse line with PKM1 ablation without compensatory PKM2 upregulation. Notably, while previous studies using conventional knockout strategies reported no overt cardiac phenotypes due to compensatory PKM2 splicing [20,21], our approach ablating PKM1 without triggering compensatory upregulation of PKM2, revealed the intrinsic requirement of PKM1 for maintaining the proliferative capacity of compact zone cardiomyocytes. Mechanistic study supports a working model that PKM1 maintains normal pyruvate flux and ATP production, preventing AMPK activation in the compact myocardium, which allows NFYa to promote expression of cell cycle genes, sustaining cardiac proliferation and cardiac development. Our work identified the PKM1-AMPK-NFYa axis in energetic regulation of cardiomyocyte proliferation during heart development, and may provide novel targets for energetic intervention for congenital heart diseases with cardiomyocyte proliferation defects.

Interestingly, the compact zone-specific defect in *Pkm1*-KO embryos is highly correlated with the spatiotemporal expression pattern of PKM1, which is enriched in the compact myocardium and increases during late gestation. This pattern aligns with the critical period of cardiac growth [33]. It has been well-documented that in late gestation, cardiomyocyte proliferation is enriched in the compact zone compared to the trabecular [34,35], and several theories, such as pro-proliferation signals from the epicardium [36,37], and enhanced maturation of the trabecular cardiomyocytes [38–40] have been proposed to explain this divergence. A few transcription factors, such as Hey2 [40] and Tbx20 [41,42] have been identified to be enriched in the compact zone myocardium which are important for their identity and proliferative capacity. Our work identified PKM1 as a metabolic enzyme that is enriched in the compact zone myocardium, where it facilitates cardiomyocyte proliferation through AMPK and NFYa. This finding provides a new layer of the regulatory network that underpins the proliferation of the compact zone cardiomyocytes, thereby highlighting a metabolic component in this regulation.

The stage-specific impact of PKM1 ablation on cardiomyocyte proliferation aligns with developmental shifts in cardiac energy management. While PKM1 is present in early embryonic hearts, its knockout only disrupts proliferation during late gestation, sparing early cardiac morphogenesis. This temporal specificity reflects a critical transition in energy prioritization: pre-E14.5 hearts tolerate PKM2-driven glycolysis despite its inherent inefficiency, as high AMPK activity in both WT and KO hearts (Fig. 3f) reveals an energy-stressed yet proliferation-permissive state. During this phase, the relatively little competing contraction demand allows energy allocation to favor growth even under suboptimal ATP production. The metabolic landscape transforms dramatically post-E14.5, as embryonic growth necessitates increased cardiac output. WT hearts resolve this challenge through PKM1-mediated metabolic enhancement: the sharp decline in AMPK phosphorylation reflects abundant ATP production matching combined needs for both contraction and proliferation. *Pkm1*-KO hearts, however, fail to provide sufficient ATP, resulting in sustained AMPK activation in late gestation KO hearts, forcing cardiomyocytes to prioritize contraction over proliferation. This energy triage mechanism explains the selective proliferation defect without overt contractile failure, as no peripheral edema was observed in *Pkm1*-KO embryos (data not shown), indicating that the basal ATP production suffices for vital contractions, while the energy surplus required for cell cycle progression becomes unavailable. Our findings extend previous observations of developmental AMPK dynamics [18] by demonstrating that PKM1 is essential for suppressing AMPK activity during metabolic maturation. The temporal correlation between PKM1 upregulation and AMPK inactivation suggests a ‘gear shift’ in late gestation cardiac metabolism. PKM2-dominated glycolysis, while adequate for early growth, cannot meet the compounded energy requirements of later stages. PKM1’s higher enzymatic efficiency enables pyruvate flux sufficient to both inactivate AMPK (through ATP surplus) and fuel mitochondrial ATP production, creating a permissive metabolic state for proliferation.

Previous studies have established NFYa as a crucial regulator of embryonic and perinatal cardiomyocyte proliferation [28,31], primarily through its interaction with metabolic and cell cycle genes. However, the upstream regulation of NFYa activity had remained largely unknown in cardiomyocytes. By linking NFYa activity to metabolic status, our findings demonstrated that the stability of NFYa is tightly regulated by energy availability through AMPK, establishing a novel regulatory mechanism of NFYa activity. Particularly, the identification of serine 325 as the phosphorylation site mediating NFYa degradation recognized a key regulatory molecular switch, as well as a potential target for modulating NFYa activity in metabolic disorders or developmental abnormalities. However, as a well-known kinase, whether AMPK directly phosphorylates NFYa or via an intermediate way remains unresolved. Future biochemical studies are essential to provide mechanistic insight into this critical interaction. The connection we established between metabolic status and cardiomyocyte proliferation through NFYa underscores the intricate interplay between metabolism and transcriptional regulation during cardiac development. Future studies could explore whether similar mechanisms operate in other high-energy-demand tissues, such as the brain and skeletal muscle, where PKM1 is also highly expressed.

The ability of AMPK to regulate NFYa stability highlights its dual role as a metabolic sensor and a regulator of cell fate decisions [29]. While AMPK activation is generally considered protective in conditions of energy stress, especially upon ischemic reperfusion injures [43], our findings suggest that AMPK is critical in allocating energy utilization during cardiac development, when fluctuation in energy production is not well tolerated. This multifaceted role of AMPK is further emphasized by clinical studies: gain-of-function mutations in *PRKAG2*, which encodes the AMPKγ2 regulatory subunit, are associated with congenital cardiac syndromes characterized by ventricular hypertrophy, conduction defects, and glycogen metabolism disorders [44–46]. Notably, severe AMPK-activating *PRKAG2* mutations such as the R531Q variant result in fatal neonatal cardiomyopathy with prenatal bradycardia and extreme cardiomegaly [46], mirroring the perinatal lethality and cardiac dysfunction observed in our *Pkm1*-KO mice. Interestingly, these patients exhibit massive glycogen accumulation and disrupted energy homeostasis—a phenotypic similarity to our model, where PKM1 deficiency triggers AMPK hyperactivation and metabolic dysregulation. These clinical observations, combined with our mechanistic data, underscore the importance of context-dependent regulation of AMPK and suggest that fine-tuning its activity could be a viable strategy for therapeutic intervention. For instance, while AMPK activation may be beneficial in conditions such as ischemia or heart failure to enhance energy efficiency, its inhibition could be advantageous in congenital heart diseases characterized by impaired cardiomyocyte proliferation.

The altered metabolomic profile in *Pkm1*-KO hearts suggests that the loss of PKM1 affects not only energy metabolism but also amino acid, nucleotide, and lipid metabolism, potentially contributing to the observed developmental defects. In fact, although NFYa overexpression partially rescued cardiomyocyte proliferation and ventricular wall thickness in *Pkm1*-KO hearts, AAV9-cTnT-*Nfya* did not significantly prolong the lifespan of *Pkm1*-KO mice (data not shown). On one hand, the extent of the cardiomyocyte proliferation recovery did not reach wild-type levels. On the other hand, the metabolic deficits associated with PKM1 loss, along with contributions from other downstream targets, likely synergize to drive neonatal cardiac dysfunction and compromised survival in *Pkm1*-KO mice. Future research could explore how PKM1 regulates material metabolism and if it plays a role in cardiac development.

Previous studies have reported the survivability of *Pkm1*-KO mice employing conditional knockout of *Pkm1*-specific exon [21], probably due to compensatory elevation of PKM2. In this study, a mutation was introduced into the *Pkm1*-specific exon, resulting in the nonsense-mediated decay (NMD) of the transcript. This led to the ablation of PKM1 and, maybe as secondary effect, downregulation of PKM2 as we observed. Consequently, the phenotype may not rest entirely on removal of PKM1 alone but also involves downregulation of PKM2. Thus, our model is not without limitation just like the previous study, where the availability of *Pkm1*-KO mice was probably not lying in the dispensability of PKM1 but the redundant elevation of PKM2. Here, by employing a distinct model, we presented an alternative outcome of *Pkm1*-KO mice rather than contradicting prior findings.

Finally, the translational potential of our findings should be explored. The identification of the PKM1-AMPK-NFYa axis provides a clear target for therapeutic intervention, but the development of effective strategies to modulate this pathway *in vivo* remains a challenge. While AMPK inhibitors show promise in rescuing proliferation defects in our study, their systemic effects and potential off-target impacts need to be carefully evaluated. Similarly, the delivery of NFYa via AAV9 vectors raises questions about the long-term safety and efficacy of such approaches. In light of these findings, future studies could explore small-molecule activators of PKM1 to enhance pyruvate flux and mitochondrial ATP synthesis in cardiomyocytes. Additionally, selective AMPK modulators may help fine-tune this kinase’s dual role in energy sensing and developmental regulation. Furthermore, strategies aimed at stabilizing NFYa—such as peptide mimetics or small molecules that prevent its degradation—may provide a more targeted and practical therapeutic route. These interventions could be particularly valuable in congenital heart diseases involving energy imbalance and proliferative failure of cardiomyocytes.

In conclusion, our study establishes PKM1 as a critical regulator of cardiomyocyte proliferation and cardiac development, acting through an energy-dependent mechanism that links mitochondrial function to transcriptional control. By uncovering the PKM1-AMPK-NFYa axis, we provide a novel framework for understanding the metabolic regulation of heart development and its implications for congenital heart diseases. These findings highlight the potential of targeting metabolic pathways to enhance cardiomyocyte proliferation and repair, and future research building on these insights could pave the way for innovative strategies to address the growing burden of congenital cardiac disorders.

## MATERIALS AND METHODS

All animal experiments were approved by the Biological Research Ethics Committee of Tongji University. Detailed materials and methods are available in the Supplementary data.

## Supplementary Material

nwaf408_Supplemental_Files

## Data Availability

The RNA-Seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) with accession number GSE290043. Publicly available datasets used in this study are as follows: GSE130699 (Fig. S4e, f), GSE232961 (Fig. 4b), and GSE232960 (Fig. 4c, d).

## References

[1] Bornstein MR, Tian R, Arany Z. Human cardiac metabolism. Cell Metab 2024; 36: 1456–81.10.1016/j.cmet.2024.06.00338959861 PMC11290709

[2] Cohen P, Kajimura S. The cellular and functional complexity of thermogenic fat. Nat Rev Mol Cell Biol 2021; 22: 393–409.10.1038/s41580-021-00350-033758402 PMC8159882

[3] Belanger M, Allaman I, Magistretti PJ. Brain energy metabolism: focus on astrocyte-neuron metabolic cooperation. Cell Metab 2011; 14: 724–38.10.1016/j.cmet.2011.08.01622152301

[4] Wculek SK, Dunphy G, Heras-Murillo I et al. Metabolism of tissue macrophages in homeostasis and pathology. Cell Mol Immunol 2022; 19: 384–408.10.1038/s41423-021-00791-934876704 PMC8891297

[5] Zhang J, Zhao J, Dahan P et al. Metabolism in pluripotent stem cells and early mammalian development. Cell Metab 2018; 27: 332–8.10.1016/j.cmet.2018.01.00829414683

[6] Amorim JA, Coppotelli G, Rolo AP et al. Mitochondrial and metabolic dysfunction in ageing and age-related diseases. Nat Rev Endocrinol 2022; 18: 243–58.10.1038/s41574-021-00626-735145250 PMC9059418

[7] Nakamura M, Sadoshima J. Mechanisms of physiological and pathological cardiac hypertrophy. Nat Rev Cardiol 2018; 15: 387–407.10.1038/s41569-018-0007-y29674714

[8] Kolwicz SCJr., Purohit S, Tian R. Cardiac metabolism and its interactions with contraction, growth, and survival of cardiomyocytes. Circ Res 2013; 113: 603–16.10.1161/CIRCRESAHA.113.30209523948585 PMC3845521

[9] Dayton TL, Jacks T, Vander Heiden MG. PKM2, cancer metabolism, and the road ahead. EMBO Rep 2016; 17: 1721–30.10.15252/embr.20164330027856534 PMC5283597

[10] Chen M, David CJ, Manley JL. Concentration-dependent control of pyruvate kinase M mutually exclusive splicing by hnRNP proteins. Nat Struct Mol Biol 2012; 19: 346–54.10.1038/nsmb.221922307054 PMC3698866

[11] David CJ, Chen M, Assanah M et al. HnRNP proteins controlled by c-Myc deregulate pyruvate kinase mRNA splicing in cancer. Nature 2010; 463: 364–8.10.1038/nature0869720010808 PMC2950088

[12] Jia Y, Mao C, Ma Z et al. PHB2 maintains the contractile phenotype of VSMCs by counteracting PKM2 splicing. Circ Res 2022; 131: 807–24.10.1161/CIRCRESAHA.122.32100536200440

[13] Christofk HR, Vander Heiden MG, Harris MH et al. The M2 splice isoform of pyruvate kinase is important for cancer metabolism and tumour growth. Nature 2008; 452: 230–3.10.1038/nature0673418337823

[14] Yang W, Xia Y, Hawke D et al. PKM2 phosphorylates histone H3 and promotes gene transcription and tumorigenesis. Cell 2012; 150: 685–96.10.1016/j.cell.2012.07.01822901803 PMC3431020

[15] Magadum A, Singh N, Kurian AA et al. Pkm2 regulates cardiomyocyte cell cycle and promotes cardiac regeneration. Circulation 2020; 141: 1249–65.10.1161/CIRCULATIONAHA.119.04306732078387 PMC7241614

[16] Nakano H, Nakano A. The role of metabolism in cardiac development. Curr Top Dev Biol 2024; 156: 201–43. 38556424 10.1016/bs.ctdb.2024.01.005

[17] Subramanian A, Tamayo P, Mootha VK et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA 2005; 102: 15545–50.10.1073/pnas.050658010216199517 PMC1239896

[18] Xu M, Yao J, Shi Y et al. The SRCAP chromatin remodeling complex promotes oxidative metabolism during prenatal heart development. Development 2021; 148: dev199026.10.1242/dev.19902633913477

[19] Cardoso AC, Lam NT, Savla JJ et al. Mitochondrial substrate utilization regulates cardiomyocyte cell cycle progression. Nat Metab 2020; 2: 167–78.10.1038/s42255-020-0169-x32617517 PMC7331943

[20] Morita M, Sato T, Nomura M et al. PKM1 confers metabolic advantages and promotes cell-autonomous tumor cell growth. Cancer Cell 2018; 33: 355–67.10.1016/j.ccell.2018.02.00429533781

[21] Li Q, Li C, Elnwasany A et al. PKM1 exerts critical roles in cardiac remodeling under pressure overload in the heart. Circulation 2021; 144: 712–27.10.1161/CIRCULATIONAHA.121.05488534102853 PMC8405569

[22] Chen M, Zhang J, Manley JL. Turning on a fuel switch of cancer: hnRNP proteins regulate alternative splicing of pyruvate kinase mRNA. Cancer Res 2010; 70: 8977–80.10.1158/0008-5472.CAN-10-251320978194 PMC2982937

[23] Lv L, Xu YP, Zhao D et al. Mitogenic and oncogenic stimulation of K433 acetylation promotes PKM2 protein kinase activity and nuclear localization. Mol Cell 2013; 52: 340–52.10.1016/j.molcel.2013.09.00424120661 PMC4183148

[24] Kuranaga Y, Sugito N, Shinohara H et al. SRSF3, a splicer of the PKM gene, regulates cell growth and maintenance of cancer-specific energy metabolism in colon cancer cells. Int J Mol Sci 2018; 19: 3012.10.3390/ijms1910301230279379 PMC6213643

[25] Israelsen WJ, Dayton TL, Davidson SM et al. PKM2 isoform-specific deletion reveals a differential requirement for pyruvate kinase in tumor cells. Cell 2013; 155: 397–409.10.1016/j.cell.2013.09.02524120138 PMC3850755

[26] Dayton TL, Gocheva V, Miller KM et al. Germline loss of PKM2 promotes metabolic distress and hepatocellular carcinoma. Genes Dev 2016; 30: 1020–33.10.1101/gad.278549.11627125672 PMC4863734

[27] Davidson SM, Schmidt DR, Heyman JE et al. Pyruvate kinase M1 suppresses development and progression of prostate adenocarcinoma. Cancer Res 2022; 82: 2403–16.10.1158/0008-5472.CAN-21-235235584006 PMC9256808

[28] Cui M, Wang Z, Chen K et al. Dynamic transcriptional responses to injury of regenerative and non-regenerative cardiomyocytes revealed by single-nucleus RNA sequencing. Dev Cell 2020; 53: 102–116.e8.10.1016/j.devcel.2020.02.01932220304 PMC7365574

[29] Lin SC, Hardie DG. AMPK: sensing glucose as well as cellular energy status. Cell Metab 2018; 27: 299–313.10.1016/j.cmet.2017.10.00929153408

[30] Hawley SA, Davison M, Woods A et al. Characterization of the AMP-activated protein kinase kinase from rat liver and identification of threonine 172 as the major site at which it phosphorylates AMP-activated protein kinase. J Biol Chem 1996; 271: 27879–87.10.1074/jbc.271.44.278798910387

[31] Cui M, Bezprozvannaya S, Hao T et al. Transcription factor NFYa controls cardiomyocyte metabolism and proliferation during mouse fetal heart development. Dev Cell 2023; 58: 2867–80.10.1016/j.devcel.2023.10.01237972593 PMC11000264

[32] Hornbeck PV, Zhang B, Murray B et al. PhosphoSitePlus, 2014: mutations, PTMs and recalibrations. Nucleic Acids Res 2015; 43: D512–20.10.1093/nar/gku126725514926 PMC4383998

[33] Samsa LA, Yang B, Liu J. Embryonic cardiac chamber maturation: trabeculation, conduction, and cardiomyocyte proliferation. Am J Med Genet C Semin Med Genet 2013; 163C: 157–68.10.1002/ajmg.c.3136623720419 PMC3723796

[34] Sedmera D, Thompson RP. Myocyte proliferation in the developing heart. Dev Dyn 2011; 240: 1322–34.10.1002/dvdy.2265021538685 PMC3271704

[35] Sedmera D, Reckova M, DeAlmeida A et al. Spatiotemporal pattern of commitment to slowed proliferation in the embryonic mouse heart indicates progressive differentiation of the cardiac conduction system. Anat Rec 2003; 274: 773–7.10.1002/ar.a.1008512923887

[36] Merki E, Zamora M, Raya A et al. Epicardial retinoid X receptor alpha is required for myocardial growth and coronary artery formation. Proc Natl Acad Sci USA 2005; 102: 18455–60.10.1073/pnas.050434310216352730 PMC1317903

[37] Stuckmann I, Evans S, Lassar AB. Erythropoietin and retinoic acid, secreted from the epicardium, are required for cardiac myocyte proliferation. Dev Biol 2003; 255: 334–49.10.1016/S0012-1606(02)00078-712648494

[38] Zhang W, Chen H, Qu X et al. Molecular mechanism of ventricular trabeculation/compaction and the pathogenesis of the left ventricular noncompaction cardiomyopathy (LVNC). Am J Med Genet C Semin Med Genet 2013; 163C: 144–56.10.1002/ajmg.c.3136923843320 PMC3725649

[39] Wu M . Mechanisms of trabecular formation and specification during cardiogenesis. Pediatr Cardiol 2018; 39: 1082–9.10.1007/s00246-018-1868-x29594501 PMC6164162

[40] Li J, Miao L, Shieh D et al. Single-cell lineage tracing reveals that oriented cell division contributes to trabecular morphogenesis and regional specification. Cell Rep 2016; 15: 158–70.10.1016/j.celrep.2016.03.01227052172 PMC4826812

[41] Zhang W, Chen H, Wang Y et al. Tbx20 transcription factor is a downstream mediator for bone morphogenetic protein-10 in regulating cardiac ventricular wall development and function. J Biol Chem 2011; 286: 36820–9.10.1074/jbc.M111.27967921890625 PMC3196085

[42] Chakraborty S, Sengupta A, Yutzey KE. Tbx20 promotes cardiomyocyte proliferation and persistence of fetal characteristics in adult mouse hearts. J Mol Cell Cardiol 2013; 62: 203–13.10.1016/j.yjmcc.2013.05.01823751911

[43] Cai J, Chen X, Liu X et al. AMPK: the key to ischemia-reperfusion injury. J Cell Physiol 2022; 237: 4079–96.10.1002/jcp.3087536134582

[44] Arad M, Benson DW, Perez-Atayde AR et al. Constitutively active AMP kinase mutations cause glycogen storage disease mimicking hypertrophic cardiomyopathy. J Clin Invest 2002; 109: 357–62.10.1172/JCI021457111827995 PMC150860

[45] Zhan Y, Sun X, Li B et al. Establishment of a PRKAG2 cardiac syndrome disease model and mechanism study using human induced pluripotent stem cells. J Mol Cell Cardiol 2018; 117: 49–61.10.1016/j.yjmcc.2018.02.00729452156

[46] Burwinkel B, Scott JW, Bührer C et al. Fatal congenital heart glycogenosis caused by a recurrent activating R531Q mutation in the γ2-subunit of AMP-activated protein kinase (*PRKAG2*), not by phosphorylase kinase deficiency. Am J Hum Genet 2005; 76: 1034–49.10.1086/43084015877279 PMC1196441

# Supplementary material for: PKM1 is required for embryonic cardiomyocyte proliferation through energetic regulation of NFYa stability
**Source:** Natl Sci Rev. 2025 Sep 25;13(1):nwaf408. doi: 10.1093/nsr/nwaf408
**Supplement:** nwaf408_Supplemental_Files

**Supplementary data for**

**Pkm1 is required for embryonic cardiomyocyte proliferation through energetic regulation of NFYa stability**

Dandan Zhang^1, 6^, Yansong Tang^1, 6^, Wen Ye^1, 6^, Danli Yang^5^, Shengtang Qin^5^, Juntao Liu^1^, Nan Su^1^, Rongrong Huang^4^, Guangzheng Shi^4^, Dachun Xu^4^, Xiaochen Kou^3^, Yanhong Zhao^3^, Hong Wang^2^, Shaorong Gao^2, 3^*, Ke Wei^1,^ *, Lan Kang^1, 3^*

^6^ These authors contributed equally: Dandan Zhang, Yansong Tang, Wen Ye.

**This file includes:**

Materials and Methods, Supplementary Figures S1 to S9, Supplementary Tables S1 to S3.

**Materials and Methods**

**Animal use and care**

C57BL/6J, DBA/2, and ICR mice were purchased from Charles River (China). The specific pathogen-free (SPF) grade mice, including C57BL/6J, DBA/2, ICR and BDF1 mice, were housed in the animal facility at Tongji University, Shanghai, China. All the mice had free access to food and water, and were housed on a 12 h light/dark cycle.

All animal maintenance and experimental procedures were performed according to the Tongji University guide for the use of laboratory animals. All animal experiments were approved by the Biological Research Ethics Committee of Tongji University.

The BDF1 hybrid mice were obtained by mating male DBA/2 mice with female C57BL/6J mice. BDF1 female mice (8-10 weeks old) were superovulated via injection with 5 IU of pregnant mare serum gonadotropin (PMSG), followed by injection of 6 IU of human chorionic gonadotropin (hCG) (San-Sheng Pharmaceutical Co., Ltd.) 48 h later. The superovulated female mice were mated with BDF1 male mice and zygotes were collected 20 h later. Cas9 mRNA (100 ng/μL) and sgRNAs (50 ng/μL each) were injected into zygotes by a Piezo-driven micromanipulator and then cultured in G-1 PLUS medium (Vitrolife) at 37°C in humidified atmosphere of 5% CO_2_. At ~28 h later, 2-cell embryos were transferred into oviducts of pseudo-pregnant ICR mothers.

mMESSAGE mMACHINE T7 Ultra Kit (Ambion, Thermo Fisher Scientific, AM1345) and MEGAshortscrip T7 Transcription Kit (Ambion, Thermo Fisher Scientific, AM1354) were used for the synthesis of Cas9 mRNA and sgRNAs, respectively. All Cas9 mRNA and sgRNAs were purified according to the standard protocol by phenol:chloroform (Sigma) extraction and ethanol precipitation, and then dissolved in DNase/RNase-free water.

For genotyping, tail tips and toes from mice were lysed in lysis buffer (25 mM NaOH, 0.2 mM EDTA) and genomic DNA was extracted as template for PCR. 

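The sgRNA and primer sequences were matched to the transcripts of the GRCm38 reference annotation. The sgRNA, TGCTGCTAAACACTTATAAG, matches the minus strand of chromosome 9 from 59675147 to 59675166. The bases next to its 3′ end are AGG, the motif that Cas9 requires, which places the expected cut between 59675149 and 59675150. The site lies in exon 9 of the 11 exons of the protein-coding transcript Pkm-202, an exon of 167 bp from 59675029 to 59675195, and in the last exon of Pkm-203, a transcript with a retained intron. Of the 11 annotated *Pkm* transcripts, 2 hold the sgRNA sequence, as does a transcript of *Gm49759*. The 80 bases around the site on the plus strand read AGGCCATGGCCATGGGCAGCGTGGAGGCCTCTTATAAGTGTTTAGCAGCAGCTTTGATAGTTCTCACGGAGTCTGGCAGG. The forward primer, GCCTCCAGTCACTCCACAGA, lies at 59675089 to 59675108, and the reverse primer, TACCTGCCAGACTCCGTGAG, matches the minus strand at 59675179 to 59675198 and reaches past the end of the exon. In the reference sequence they enclose a product of 110 bp that contains the sgRNA site.

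**Figure D3:**
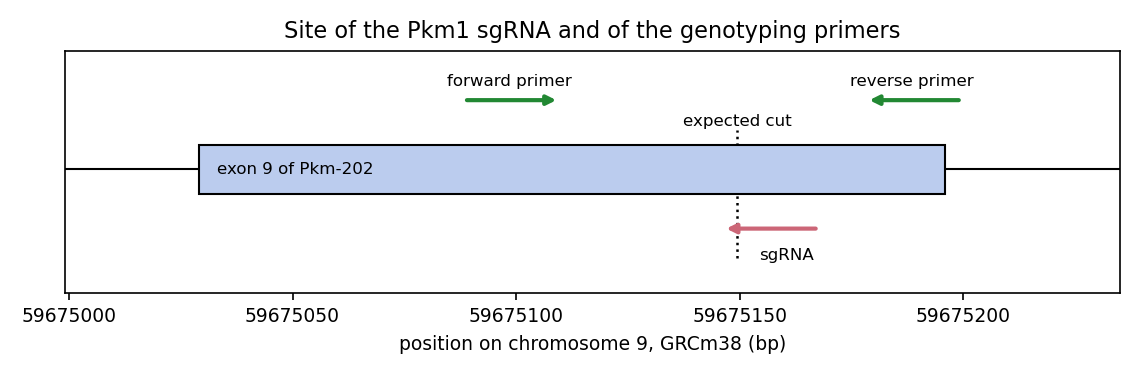
Map of the edited region on chromosome 9 of GRCm38 (horizontal axis, position in bp), with exon 9 of Pkm-202 as a box, the sgRNA and primers as arrows in their reading direction and the expected cut as a dotted line. The cut falls inside the exon, between the primers.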

With the two primers, it is possible to amplify specific WT (110 bp) and mutant (84 bp) DNA fragments. sgRNA and primer sequences are listed in Table S1.

Potential off-target loci of the *Pkm1* sgRNA were predicted using the CRISPOR web tool (https://crispor.gi.ucsc.edu/). The top 15 predicted off-target sites were selected for experimental validation. Genomic regions spanning these candidate loci were amplified by PCR. Amplified products were subsequently analyzed by Sanger sequencing and TIDE to detect potential CRISPR/Cas9-mediated modifications. TIDE analysis was performed using Sanger sequencing trace files and the web-based TIDE tool (<https://tide.nki.nl/>), with wild-type mice serving as the control reference. Detailed information on predicted off-target loci and sequencing results are provided in Table S2.

**Neonatal rat ventricular cardiomyocytes (NRVCs) isolation and treatment**

NRVCs were isolated from 1-day-old Sprague-Dawley rats (obtained from the Shanghai Laboratory Animal Center, CAS) using a 0.25% trypsin (Gibco) dissociation method performed at 4°C overnight. On the subsequent day, the heart tissues were further digested with 0.1% collagenase type II (Worthington) to release the cells. Isolated cardiomyocytes were cultured in Dulbecco's Modified Eagle Medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Gibco) and penicillin/streptomycin. After initial culture, the medium was replaced with a specialized cardiomyocyte culture medium composed of DMEM and F12 (1:1) supplemented with 0.25% FBS, 3 mM sodium pyruvate, 0.1 mM vitamin C, and 2 mM L-glutamine.

Gene knockdown experiments in NRVCs were performed using Lipofectamine 2000 transfection reagent (Invitrogen), following the manufacturer’s instructions. Post-transfection, cells were harvested at two time points: 24 h for RNA extraction and 48 h for whole-cell protein extraction. Cells were washed in phosphate-buffered saline (PBS) prior to these procedures to remove any residual media components.

AAV9 viral infection of NRVCs was completed in suspension immediately after cell isolation. NRVCs were infected with the AAV9 virus at a multiplicity of infection (MOI) of 100000 for 40 h. NRVCs were fixed for staining or lysed for protein extraction at 48 h after removing virus from cardiomyocytes.

**Histology**

Heart, lung and diaphragm tissues were harvested, washed twice in PBS (Servicebio, China) and fixed in 4% paraformaldehyde (PFA) (Servicebio, China) overnight. Subsequently, the samples were dehydrated stepwise through an ethanol series (70%, 80%, 90% and 100% ethanol), embedded in paraffin and serially sectioned at 5-μm thickness. Standard hematoxylin and eosin staining were performed on these sections to evaluate histopathology.

**Fluorescence staining**

Hearts were harvested, washed twice in PBS and fixed in 4% PFA at 4°C overnight. The next day, hearts were washed with PBS and incubated in 30% sucrose at 4°C overnight. Next, hearts were put in OCT (SAKURA, 4583), frozen and stored at -80°C. The heart blocks were sectioned at 6-7µm using cryostat. NRVCs were fixed with 4% PFA at 4°C overnight.

For immunofluorescence analysis, heart sections and fixed cells were permeabilized with 0.5% Triton-X100/PBS for 15 minutes at room temperature. Samples were blocked with 3% bovine serum albumin (BSA) (MP Biomedicals) in PBS at room temperature for 1h and were then incubated with primary antibodies diluted in 3% BSA in PBS overnight at 4°C. After washing three times with PBS, the samples were incubated with the appropriate secondary antibodies (Thermo Fisher Scientific) at room temperature in the dark for 1h. The nuclei were stained with 4’,6-diamidino-2-phenylindole (DAPI) (Invitrogen, D3571) at 1 μg/mL. A ZEISS LSM 880 microscope was used for imaging. Signal intensity statistics were performed using ZEISS processing software. Antibodies used in this study are shown in Table S3.

For wheat germ agglutinin (WGA) staining, frozen sections were rehydrated, permeabilized, and blocked with 3% BSA at room temperature. Cardiomyocyte membrane was stained with Alexa Fluor 594-conjugated WGA (10 μg/mL, Thermo Fisher Scientific, #W11262) for 30 minutes and washed three times in PBS. Then, slides were incubated with DAPI.

The TUNEL (TdT-mediated dUTP Nick-End Labeling) assay was performed with the DeadEnd Fluorometric TUNEL System (Promega, G3250) according to the instructions of the manufacturer. Then, slides were incubated with primary antibodies, secondary antibodies, and DAPI as described above.

**Reverse transcription and quantitative Real Time-PCR (RT-qPCR)**

Total RNA was extracted using TRIzol reagent (TaKaRa) and reverse transcribed using an All-In-One RT Master Mix (ABM, G490) according to the manufacturer’s recommendations. qPCR was carried out using TB Green Premix Ex Taq II (TaKaRa) and monitored by 7500 Fast Real-Time PCR System, and three technical replicates were performed for each sample. qPCR primers for tested genes are listed in Table S1.

**Western blot**

Total proteins were extracted from mouse tissues or NRVCs using RIPA lysis buffer (Beyotime, P0013B) containing the protease inhibitor cocktail (Roche, 04693132001). The lysates were boiled to 95°C for 10 minutes in Omni-Easy Protein Sample Loading Buffer (EpiZyme). Proteins were then separated by 10% SDS/PAGE and electro-transferred onto PVDF membranes (Millipore, IPVH00010). The membranes were then blocked with 5% skim milk in TBST (EpiZyme) and incubated with primary antibodies (1:1000) overnight at 4°C. After washing three times for 10 minutes with TBST, membranes were incubated with corresponding HRP-conjugated secondary antibodies (1:2000) diluted in blocking buffer for 1 h at room temperature. The signals were measured using ECL reagents (Thermo Scientific, USA) and were visualized by the ChemiDoc MP imaging system (Bio-Rad).

**Metabolomics analysis**

Metabolomics analysis was conducted by Shanghai Applied Protein Technology. Briefly, metabolites from heart samples were extracted through lysis, sonication, and centrifugation. Untargeted metabolomics of polar metabolites was performed, and extracts were analyzed using a quadrupole time-of-flight mass spectrometer (SCIEX TripleTOF 6600) coupled to hydrophilic interaction chromatography via electrospray ionization. The mass spectrometer was operated in both negative ion and positive ion modes.

The raw MS data were converted to MzXML files using ProteoWizard MSConvert before data processing using XCMS software. In the extracted ion features, only variables having more than 50% of the nonzero measurement values in at least one group were retained. After normalization to total peak intensity, differentially expressed metabolite analysis was performed, and metabolites with log2 (fold change) > 1 and *P* values < 0.05 were considered differentially expressed metabolites. Differentially expressed metabolites were then uploaded to MetaboAnalyst 5.0 for KEGG pathway annotation. Pathways with *P* values < 0.05 were considered significantly changed pathways.

**Seahorse assay**

Mitochondrial oxygen consumption rates (OCR) were determined using the Seahorse XF96 Analyzer (Agilent). NRVCs were seeded onto a Seahorse XF96 Cell Culture Microplate (Agilent) at a density of 4×10^4^ cells per well and treated with siRNA. The following drugs were injected at the final concentrations given: oligomycin (1 μM), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP, 2 μM), rotenone (1 μM) and antimycin A (1 μM).

**Determination of ATP concentration**

Mouse hearts were freshly isolated from E18.5 embryos and immediately processed for ATP detection. ATP levels of hearts were determined using an Enhanced ATP Assay Kit (Beyotime, S0027) following the manufacturer’s instructions.

**AAV9 preparation and injection**

AAV9-cTnT-*Nfya* viruses were customer prepared by Shanghai Taitool Bioscience, Co., Ltd. For each D12.5 pregnant mouse, 100 μL of PBS containing 3×10^11^ GC AAV9 viruses was injected through tail vein. Six days after injection, the E18.5 mouse hearts were harvested for analysis.

**Ribosomal RNA-free total RNA-Seq**

Total RNA was extracted using TRIzol reagent (TaKaRa). Three biological replicates for each genotype were prepared, and 1 μg RNA per sample was subjected to rRNA elimination and RNA-seq library generation using KAPA RiboErase Kit and KAPA RNA HyperPrep Kit following manufacturer's instructions. Libraries were sequenced on the Illumina NovaSeq 6000 platform with paired ends and 150-bp read lengths (Nanjing Jiangbei New Area Biophamaceutical Public Service Platform).

**RNA-Seq data analysis**

Clean sequencing reads were aligned to the reference genome using the Hisat2 alignment tool, and transcript assembly was performed using StringTie. Differential gene expression analysis was conducted using the edgeR package, which processes the expression matrix to identify statistically significant changes in gene expression. 

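The steps of that comparison were checked on the deposited counts. TMM scaling of all 13809 genes followed by edgeR's exact test with common and tagwise dispersion differed from the authors' deposited table by at most 4e-14 in log2 fold change and 6e-16 in p-value. The exact test treats the estimated dispersion as known, while the quasi-likelihood test also accounts for the uncertainty of each gene's dispersion. On the 13804 tested genes the exact test gave 2254 lower and 2165 higher genes at an adjusted p under 0.05 (Benjamini-Hochberg). The common biological coefficient of variation was 3.42%.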

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of the differentially expressed genes (DEGs) were performed using the ClusterProfiler. GO terms with adjusted *P*-values (FDR) less than 0.05 were considered significantly enriched.

**Single-Cell RNA Sequencing (scRNA-Seq) data analysis**

**Data collection and preprocessing:** Single-cell RNA sequencing data were sourced from previously published datasets and analyzed using the Seurat package in R. Initial quality control steps involved filtering cells based on mitochondrial gene content, unique gene counts, and overall expression thresholds to ensure data integrity. Dimensionality reduction was achieved through principal component analysis (PCA).

**Clustering and visualization:** Cell clustering was carried out using the Louvain algorithm to identify discrete cellular subpopulations. Visualization of clusters was achieved through Uniform Manifold Approximation and Projection (UMAP), implemented using the SCP package in R for intuitive interpretation of the high-dimensional data.

**Statistics analysis**

Data analyses were performed using GraphPad Prism software (version 10.1.2). Results are expressed as mean ± SEM. Unpaired t-test was used to determine significance for two-group comparison, and one-way ANOVA followed by multiple comparisons was used to determine significance where three or more groups were included. Differences at the level of *P* < 0.05 were considered statistically significant. Number of replicates are noted for each experiment in the respective figure legends. Unless otherwise indicated, all replicates (*n*) refer to biologically independent samples.

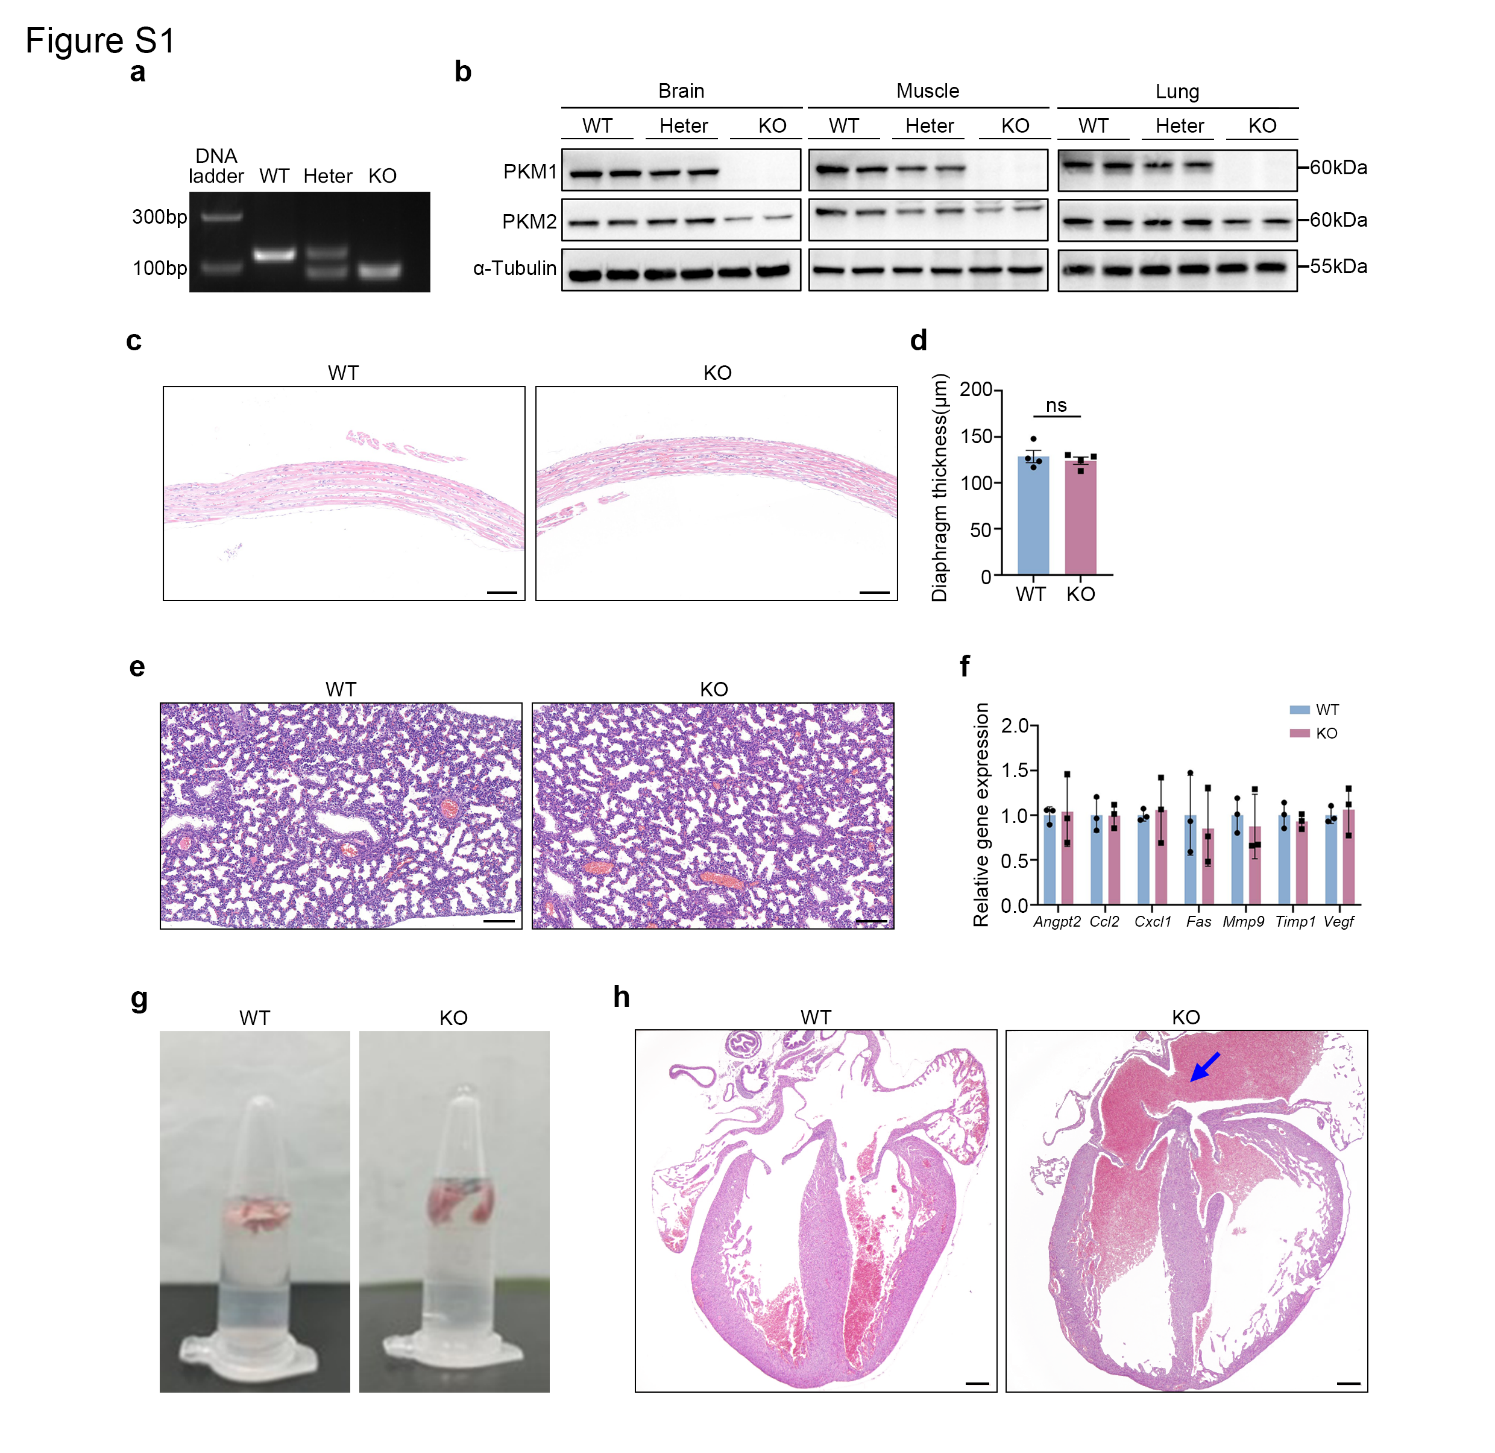

**Supplementary Fig. S1 Identification and cardiopulmonary function assessment of *Pkm1*-KO embryos.**

(a) PCR genotyping results from germline mice of the indicated genotypes using primers listed in Table S1. Genotyping by amplifying the specific wild-type (WT) (110 bp) and mutant (84 bp) DNA fragments. KO, knockout. Heter, heterozygous. (b) Western blot analysis of PKM1, PKM2 protein levels in tissues from WT, Heter and KO embryos at embryonic days (E) 18.5. (c) Hematoxylin-eosin (H&E) staining of E18.5 WT and KO diaphragms. Scale bars, 100 µm. (d) Quantification of diaphragm thicknesses of E18.5 WT and KO mice (*n* = 4 embryos per group). (e) H&E staining of E18.5 WT and KO lungs. Scale bars, 100 µm. (f) Stress markers expression in E18.5 WT and KO lungs (*n* = 3 embryos per group). All genes showed no significant difference in expression between two groups. (g) Representative photograph of lungs of postnatal day 0 (P0) mice. (h) H&E staining of E18.5 WT and KO hearts. Blue arrow indicates atrial septal defect (ASD). Scale bars, 200 µm. Two-tailed unpaired Student’s t test was performed (d, f). All quantitative data are expressed as mean ± SEM, **p* < 0.05, ns, not significant.

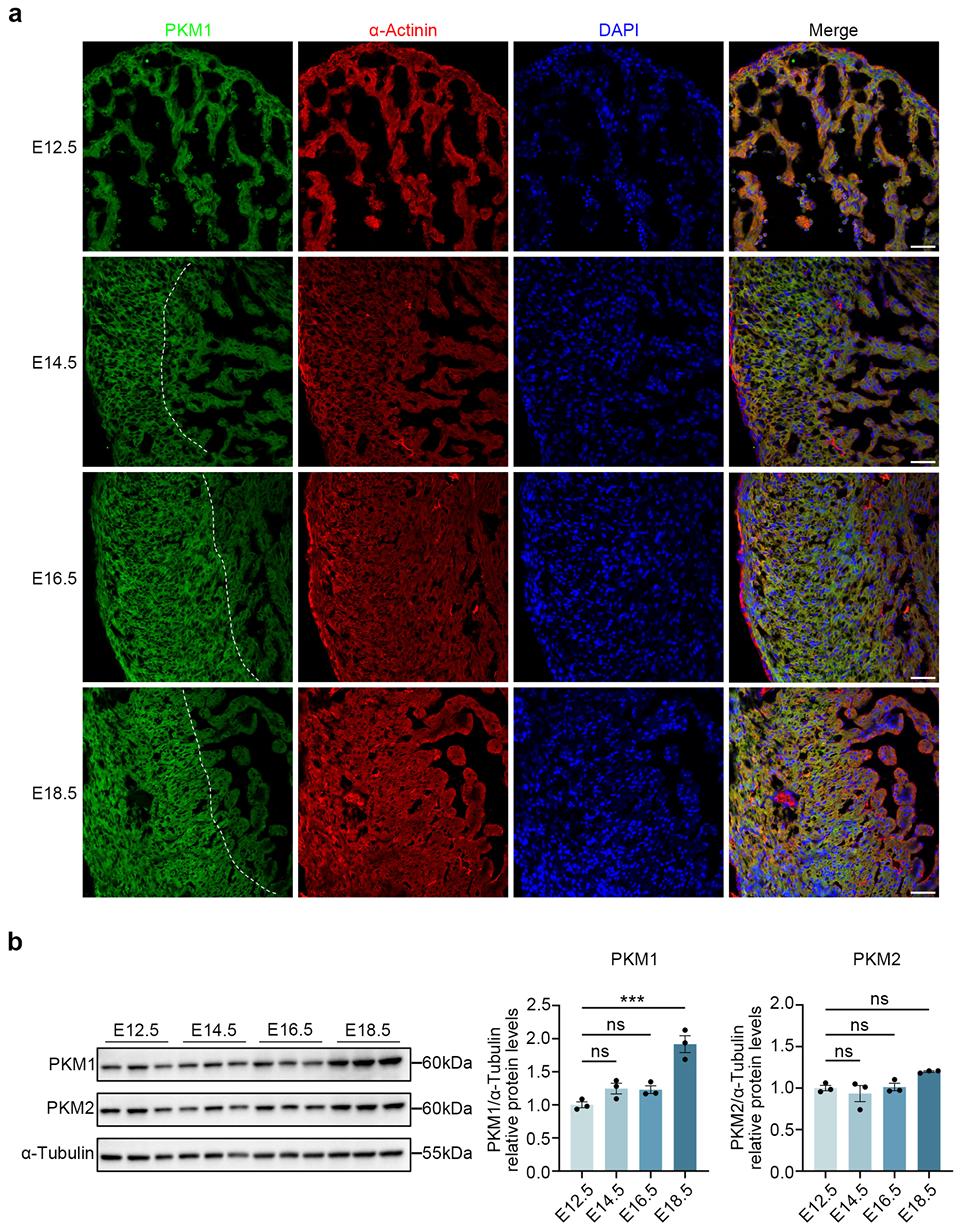

**Supplementary Fig. S2 Expression pattern of PKM1 in the embryonic mouse heart.**

(a) Representative images of PKM1 expression in mouse hearts at E12.5, E14.5, E16.5, and E18.5. Scale bars, 50 µm. (b) Western blot analysis and quantification of PKM1, PKM2 protein levels in mouse hearts at E12.5, E14.5, E16.5, and E18.5 (*n* = 3 hearts per group). One-way ANOVA, Tukey's Multiple Comparison Test was performed (b). All quantitative data are expressed as mean ± SEM, **p* < 0.05, ***p* < 0.01, ****p* < 0.001, ns, not significant.

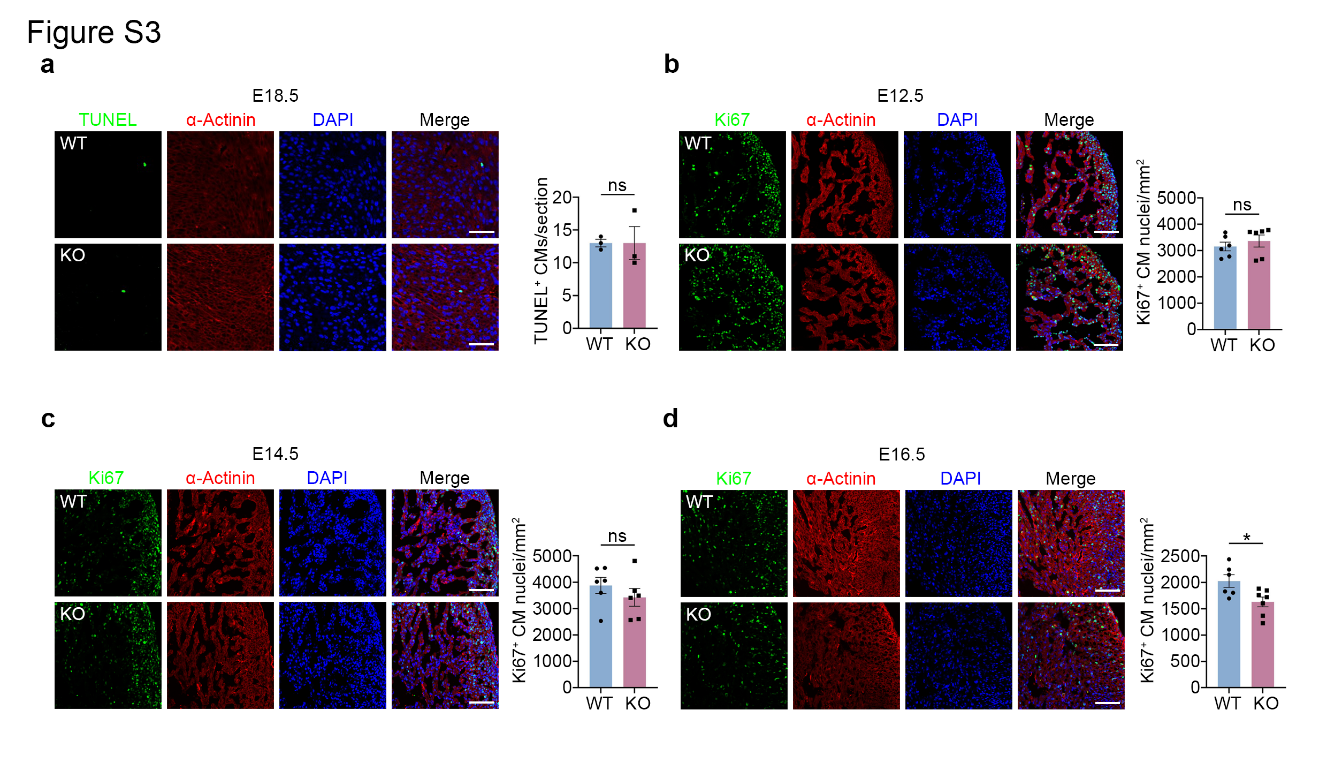

**Supplementary Fig. S3 Apoptosis and proliferation of cardiomyocytes in *Pkm1*-KO embryos at different developmental stages.**

(a) Representative images of terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL)staining and quantification of cell death of cardiomyocytes in E18.5 WT and KO hearts (*n* = 3 hearts per group). Scale bars, 50 µm. (b) Representative images of Ki67 staining and quantification of Ki67^+^ nuclei per mm^2^ area of WT and KO hearts at E12.5 (*n* = 6 hearts per group). Scale bars, 100 µm. (c) Representative images of Ki67 staining and quantification of Ki67^+^ nuclei per mm^2^ area of WT and KO hearts at E14.5 (*n* = 6 hearts per group). Scale bars, 100 µm. (d) Representative images of Ki67 staining and quantification of Ki67^+^ nuclei per mm^2^ area of WT and KO hearts at E16.5 (*n* = 6 hearts for WT, 7 hearts for KO). Scale bars, 100 µm. Two-tailed unpaired Student’s t test was performed (a-d). All quantitative data are expressed as mean ± SEM, **p* < 0.05, ns, not significant.

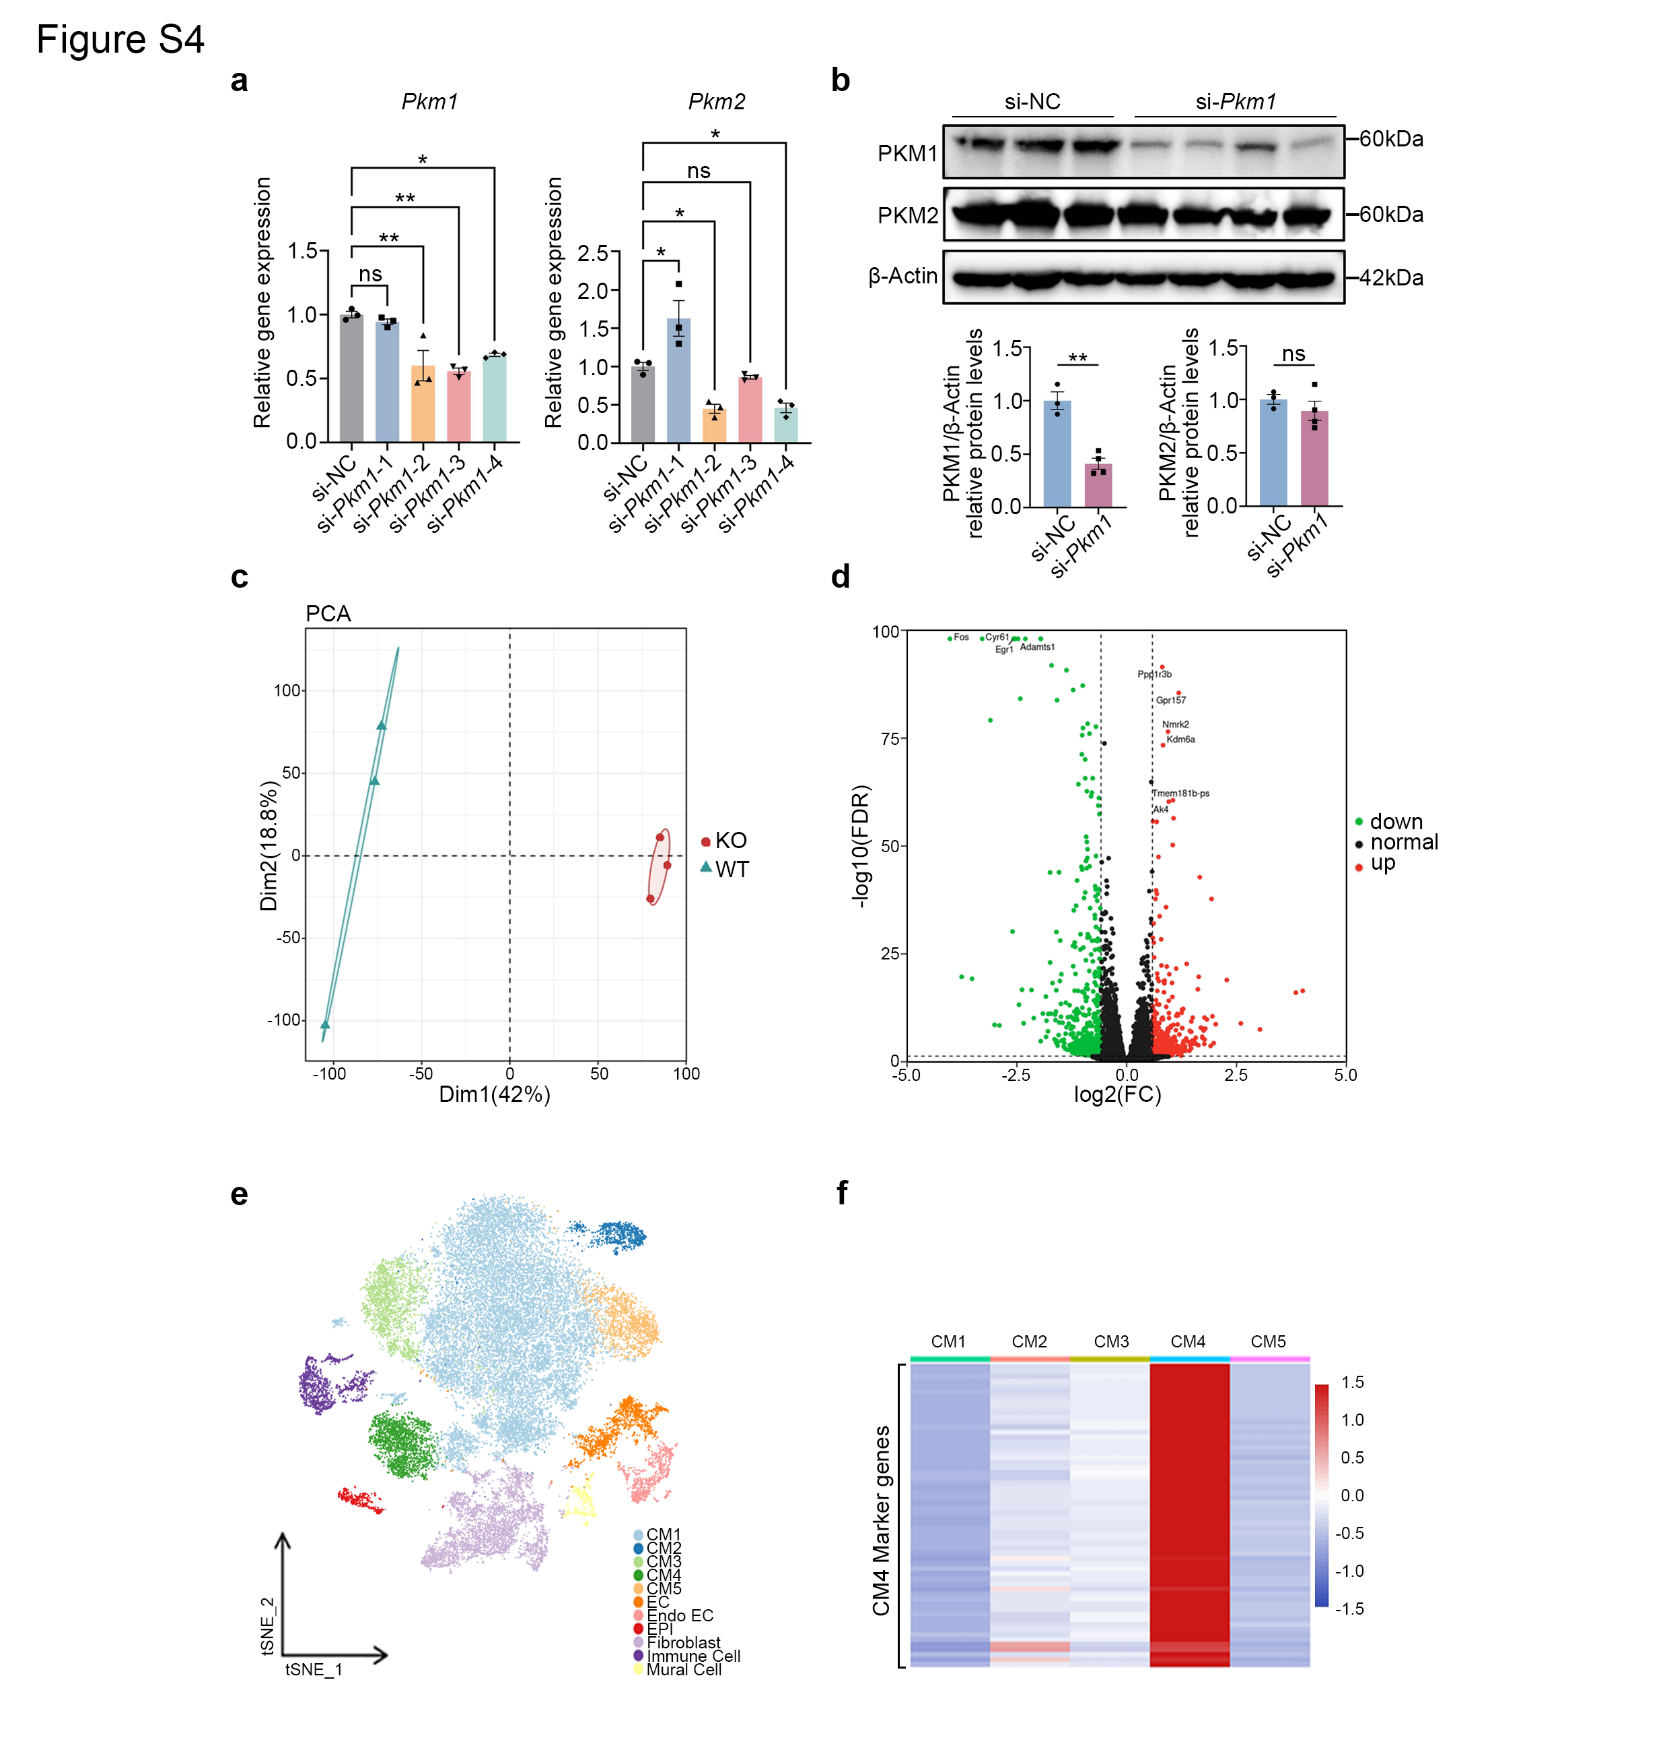

**Supplementary Fig. S4 Total RNA-seq analysis for *Pkm1*-KO hearts.**

(a) qRT-PCR analysis of *Pkm1*, *Pkm2* mRNA levels in neonatal rat ventricular cardiomyocytes (NRVCs) transfected with si-negative control (NC) or si-*Pkm1* strands for 24 h (*n* = 3 wells per group). Strand 3 was used for subsequent si-*Pkm1* experiments. (b) Western blot analysis of PKM1, PKM2 protein levels in NRVCs transfected with si-NC or si-*Pkm1* for 48 h (*n* = 3 wells/si-NC, 4 wells/si-*Pkm1*). (c) Principal component analysis (PCA) plot of transcripts for all E18.5 WT and KO heart samples. (d) Volcano plot showing differentially expressed genes (DEGs) between E18.5 WT and KO hearts. (e) Uniform manifold approximation projection (UMAP) visualization of cardiomyocyte clusters colored by identity. EC, endothelial cells; Endo EC, endocardial cells; EPI, epicardial cells. (f) Heatmap of CM4 marker genes expression in CM1-5 cells. Two-tailed unpaired Student’s t test was performed (b). One-way ANOVA, Tukey's Multiple Comparison Test was performed (a). All quantitative data are expressed as mean ± SEM, **p* < 0.05, ***p* < 0.01, ns, not significant.

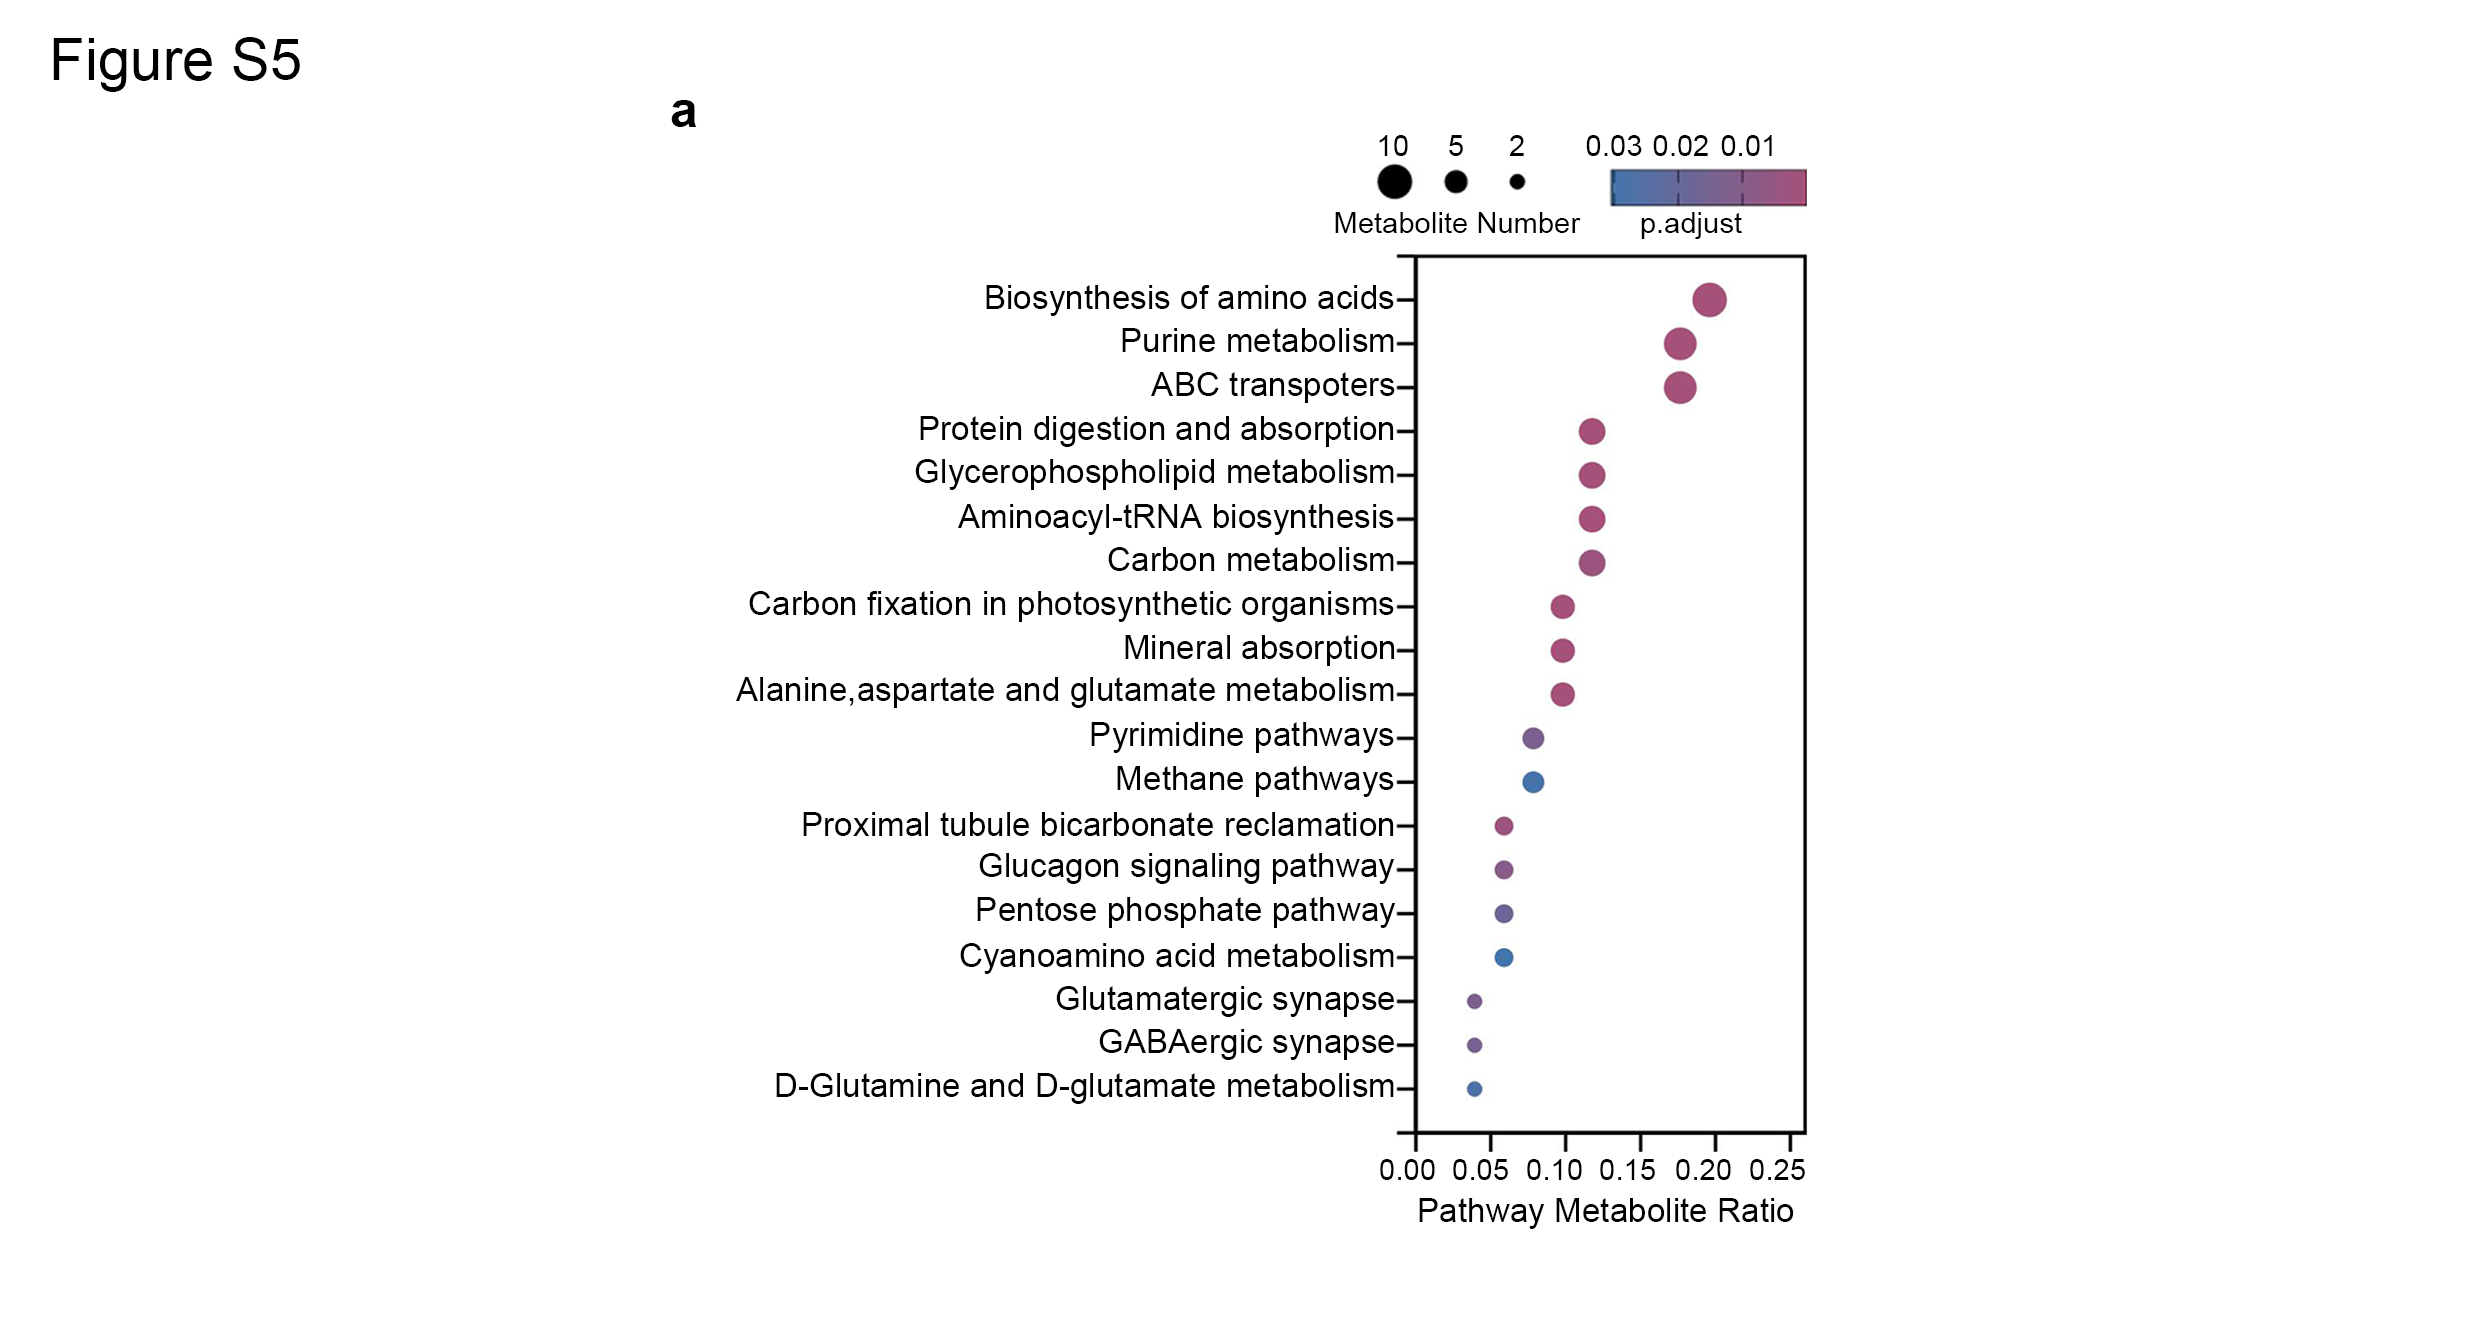

**Supplementary Fig. S5 Metabolomic analysis for *Pkm1*-KO hearts.**

(a) Metabolic pathways downregulated in *Pkm1*-KO hearts at E18.5. The dot plot represents the enriched metabolite pathways of the differential abundant metabolites.

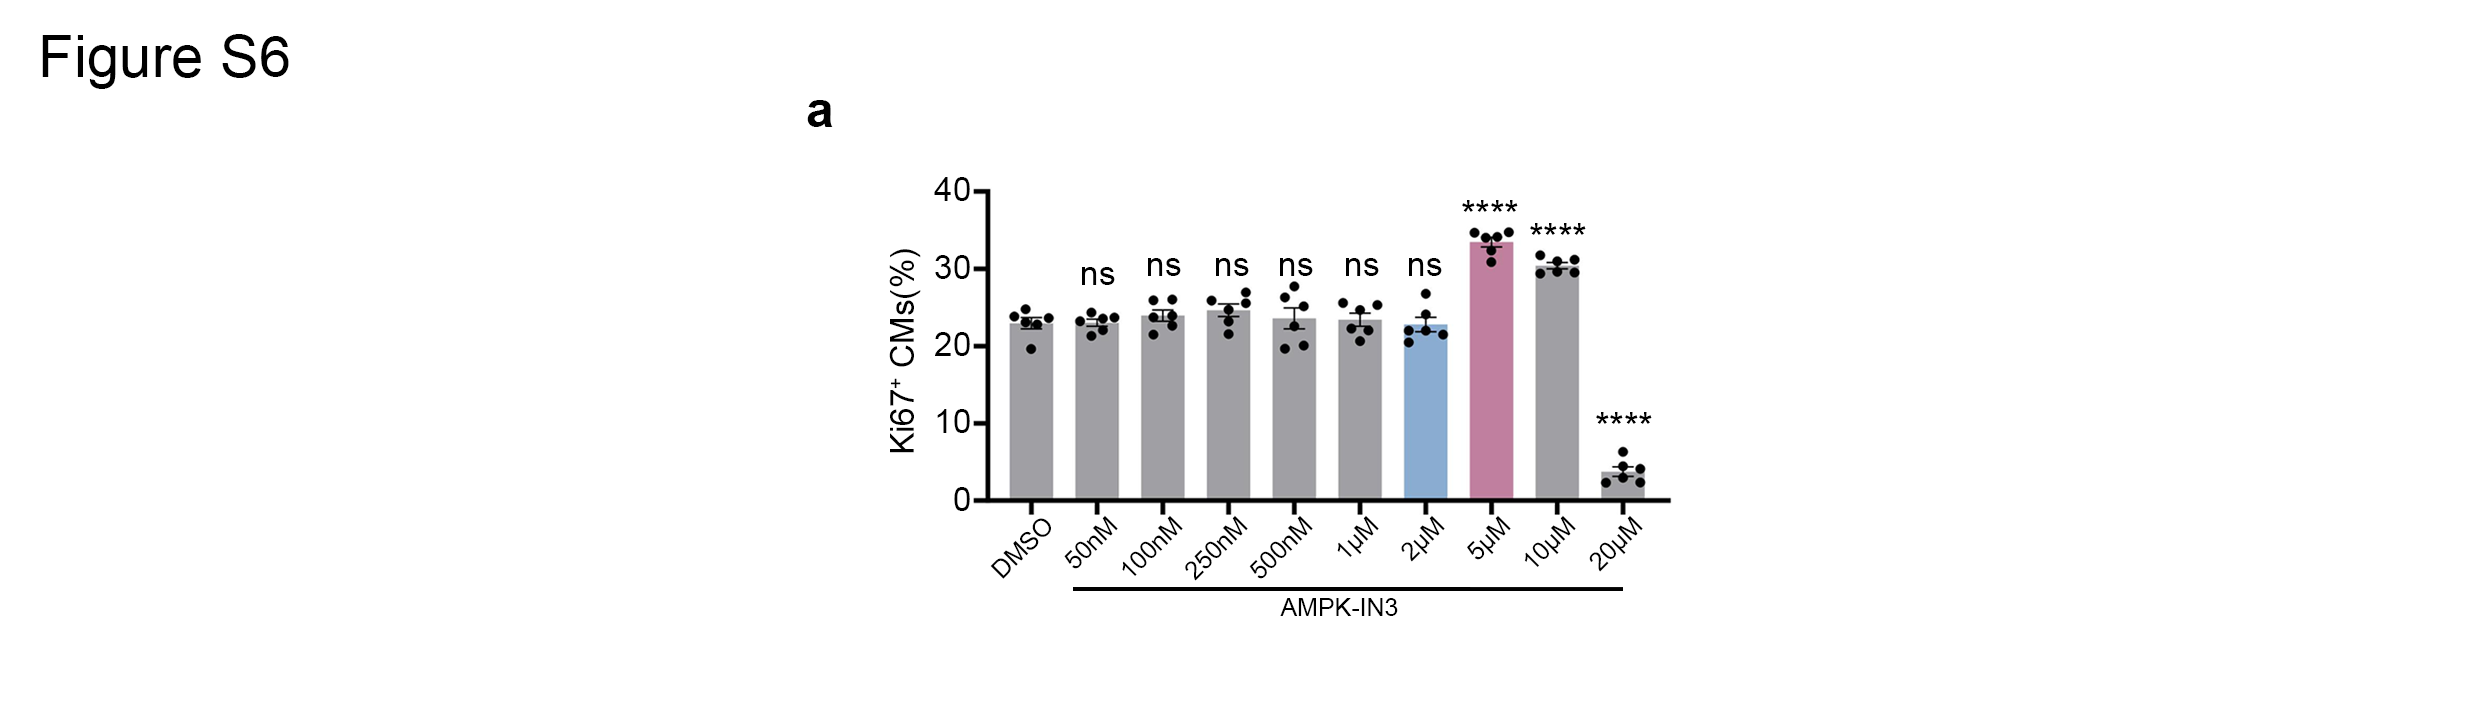

**Supplementary Fig. S6 The impact of various concentrations of AMPK-IN3 on cardiomyocyte proliferation.**

(a) Quantification of Ki67^+^ cardiomyocytes (CMs) over total CMs in NRVCs treated with dimethyl sulfoxide (DMSO) or AMPK-IN3 (from 50 nM to 20 μM) for 24 h (*n* = 6 wells per group). One-way ANOVA, Tukey's Multiple Comparison Test was performed (a). All quantitative data are expressed as mean ± SEM, **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001, ns, not significant.

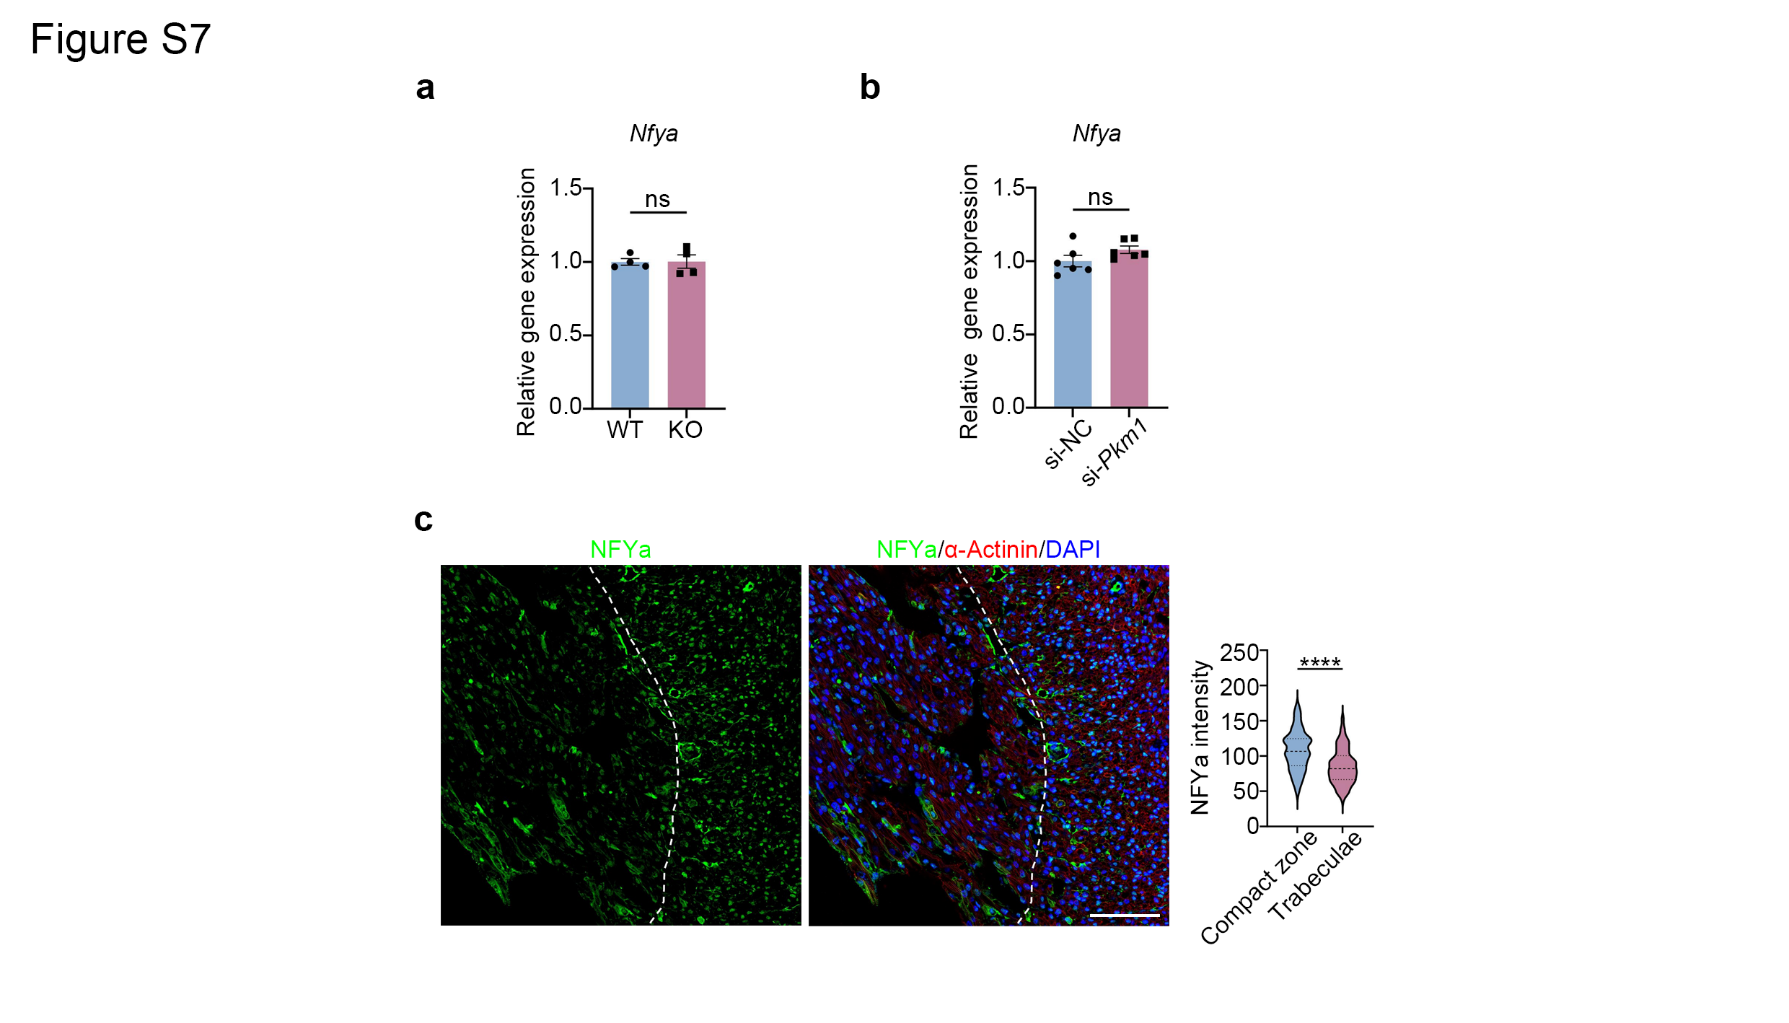

**Supplementary Fig. S7 The impact of *Pkm1* deficiency on *Nfya* RNA levels and the expression pattern of NFYa in the heart.**

(a) qRT-PCR analysis of *Nfya* mRNA levels in E18.5 WT and KO hearts (*n* = 4 hearts per group). (b) qRT-PCR analysis of *Nfya* mRNA levels in NRVCs transfected with si-NC or si-*Pkm1* for 24 h (*n* = 6 wells per group). (c) Representative images of NFYa staining and quantification of NFYa protein levels in compact zone and trabeculae zone of E18.5 WT hearts (*n* = 150 cells from 6 hearts per group). Scale bar, 100 µm. Two-tailed unpaired Student’s t test was performed (a-c). All quantitative data are expressed as mean ±SEM, **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001, ns, not significant.

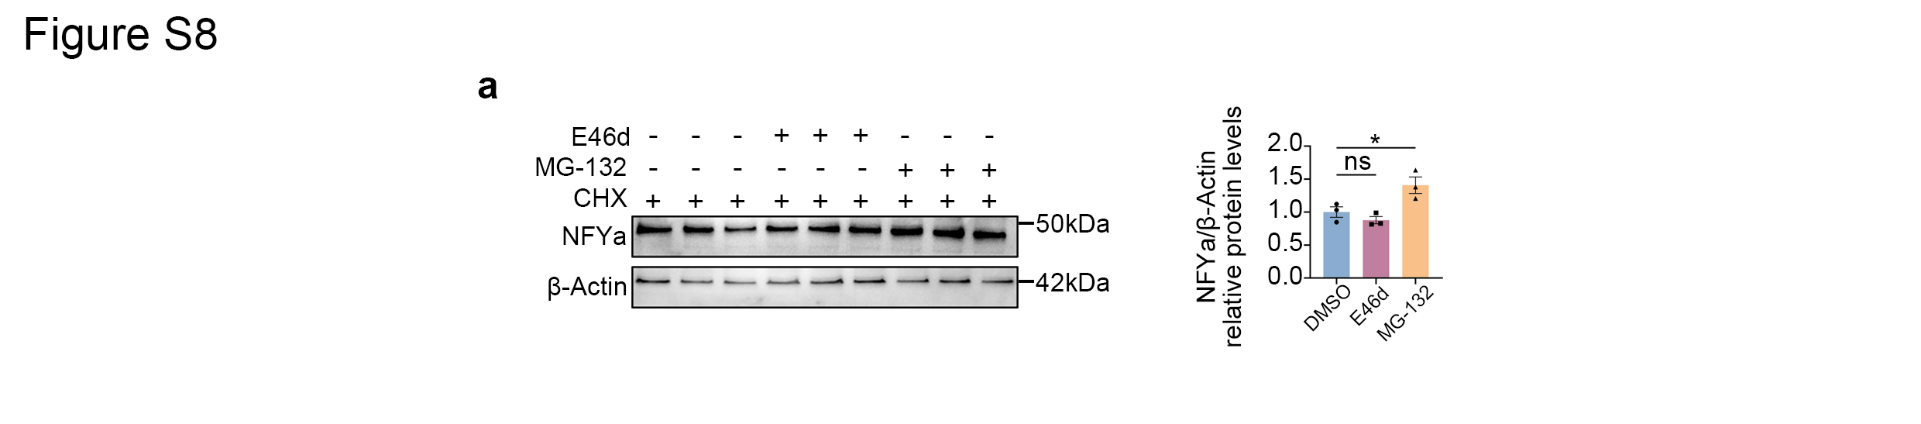

**Supplementary Fig. S8 Proteasome inhibitor MG-132 blocks NFYa degradation.**

(a) Western blot analysis and quantification of NFYa protein levels in NRVCs treated with DMSO, E64d (2.5 nM, for 6 h) or MG-132 (10 μM, for 12 h) in the presence of 1 mM cycloheximide (CHX) (*n* = 3 wells per group). One-way ANOVA, Tukey's Multiple Comparison Test was performed (a). All quantitative data are expressed as mean ± SEM, **p* < 0.05, ***p* < 0.01, ns, not significant.

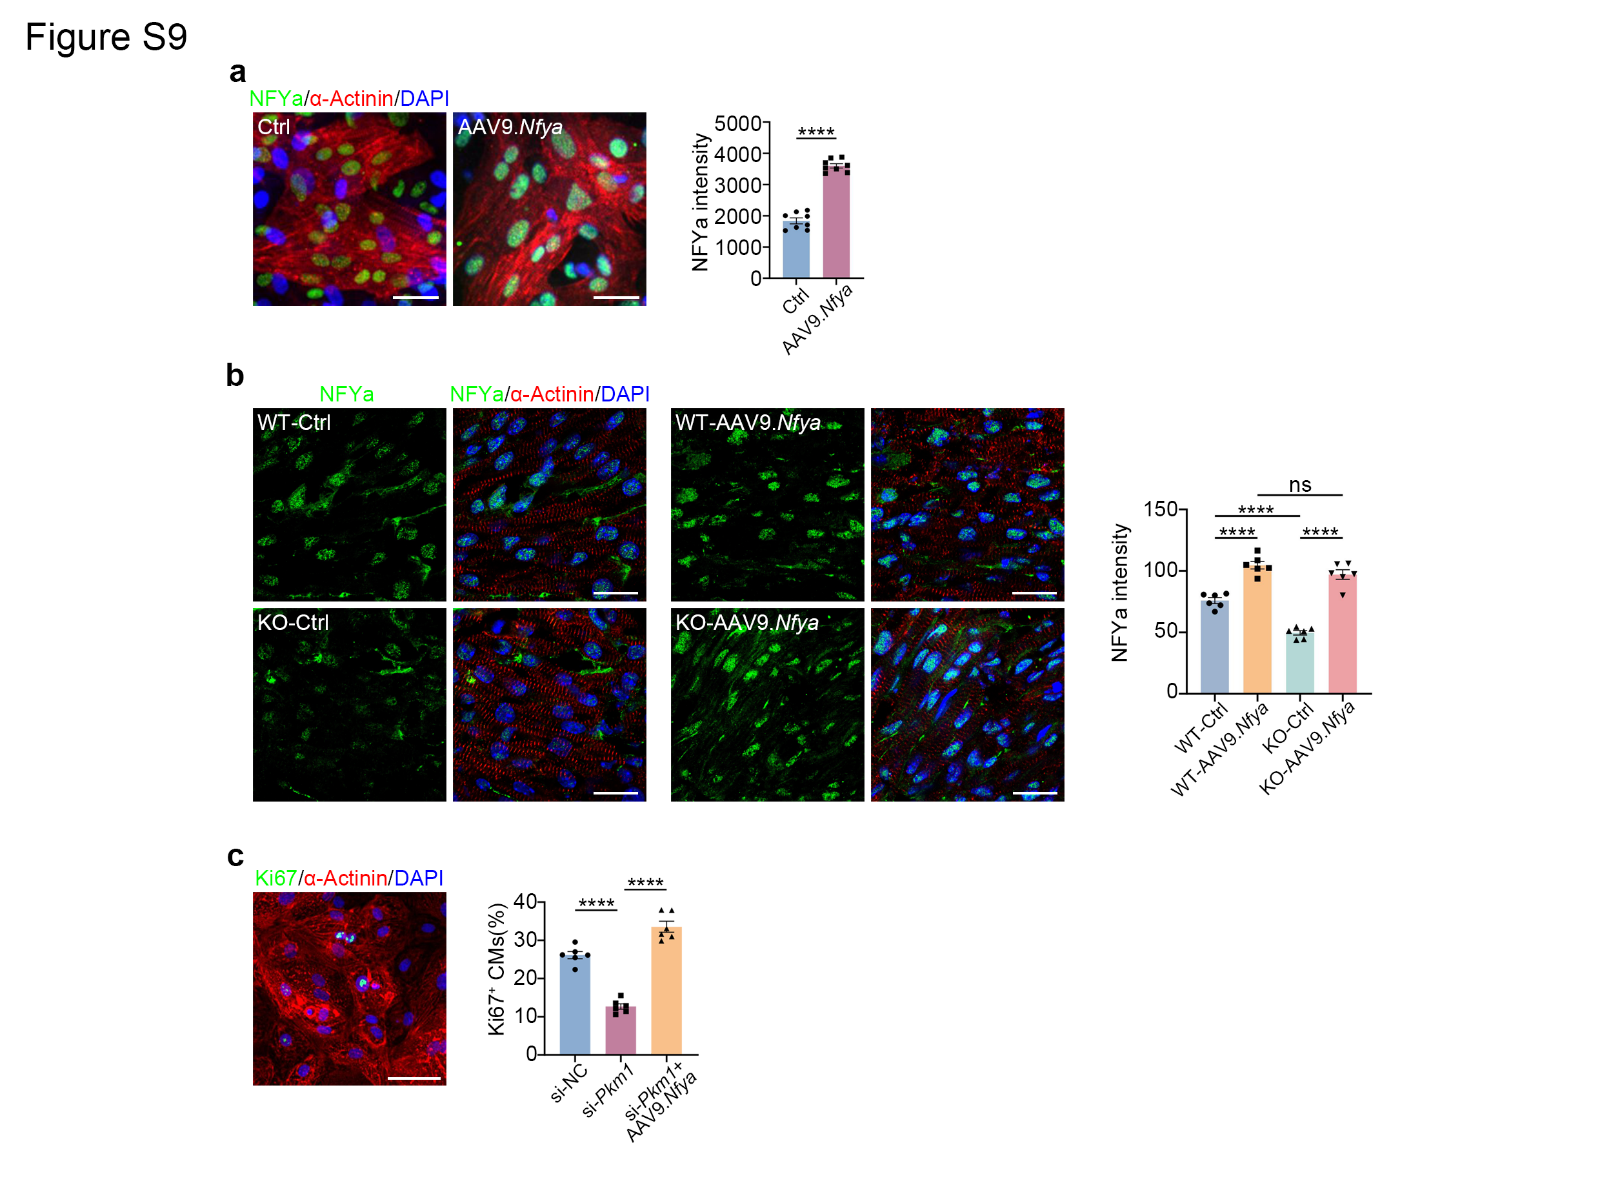

**Supplementary Fig. S9 AAV9-mediated overexpression of NFYa in vitro and in vivo.**

(a) Representative images of NFYa staining and quantification of NFYa protein levels in NRVCs with or without overexpression of NFYa for 48 h (*n* = 8 wells per group). Scale bars, 50 µm. (b) Representative images of NFYa staining and quantification of NFYa protein levels in E18.5 WT and KO hearts with or without overexpression of NFYa (*n* = 6 hearts per group). Scale bars, 20 µm. (c) Representative image of NFYa staining and quantification of NFYa protein levels in human iPSC-derived CMs transfected with si-NC or si-*Pkm1*, with or without overexpression of NFYa for 48 h (n = 6 wells per group). Scale bar, 100 µm. Two-tailed unpaired Student’s t test was performed (a). One-way ANOVA, Tukey's Multiple Comparison Test was performed (b, c). All quantitative data are expressed as mean ± SEM, **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001, ns, not significant.

**Supplementary Tables**

**Table S1. Primer and sgRNA sequences used in this study.**

| Genotyping | Forward sequence (5'-3') | Reverse sequence (5'-3') |
| --- | --- | --- |
| Pkm1-genotype | GCCTCCAGTCACTCCACAGA | TACCTGCCAGACTCCGTGAG |
| sgRNA | Sequence (5'-3') |  |
| Pkm1 | TGCTGCTAAACACTTATAAG |  |
| RT-qPCR | Forward sequence (5'-3') | Reverse sequence (5'-3') |
| Angpt2 | ATGTGGTGCAGAACCAGACA | TGGTCTGATCCAAAATCTGCT |
| Ccl2 | CCCAATGAGTAGGCTGGAGA | TCTGGACCCATTCCTTCTTG |
| Cxcl1 | CTGGGATTCACCTCAAGAACATC | CAGGGTCAAGGCAAGCCTC |
| Fas | TATCAAGGAGGCCCATTTTG | CCCCTTCTCCCAATTCTCTT |
| Mmp9 | CGTCGTGATCCCCACTTACT | AACACACAGGGTTTGCCTTC |
| Timp1 | ATCAGTGCCTGCAGCTTCTT | TCACTCTCCAGTTTGCAAGG |
| Vegf | GCGAGGCAGCTTGAGTTAAA | TCTTTCCGGTGAGAGGTCTG |
| Nfya | GGTGGACAAGGCCAAACCATC | TCTGCTGGGTTTGACCCTGC |
| Actin | AGAGGGAAATCGTGCGTGAC | CAATAGTGATGACCTGGCCGT |
| Pkm1 | GTCTGGAGAAACAGCCAAGG | TCTTCAAACAGCAGACGGTG |
| Pkm2 | GTCTGGAGAAACAGCCAAGG | CGGAGTTCCTCGAATAGCTG |
| Gapdh | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| Cdk1 | AGAAGGTACTTACGGTGTGGT | GAGAGATTTCCCGAATTGCAGT |
| Ccnd1 | CTCCGTATCTTACTTCAAGTGCG | CTTCTCGGCAGTCAAGGGAA |
| Ccnd2 | TGAATTACCTGGACCGTTTCTTG | AGAGTTGTCGGTGTAAATGCAC |
| Ccng1 | AAGGTCTGCGGCTTGAAACTA | CAAAGTCCCGTAATCTTGCAGT |
| Racgap1 | ACAAGACTGATGAATCACTGGAC | CCGTCGATGAACTGTCTACTGTT |
| Kif20a | CAGCGGGCTTACTCTCTGATG | TCCTCCAGTAGAGCCTGCTTG |
| Nusap1 | GAAGGCTCTCTGTACCCTGTA | GTCTTGGTCAGTGAGCACTTATG |
| Prc1 | AACTCACCTCCGGGAAATATGG | GGATATGCTTTTGAGCAGCCT |
| E2f7 | CTTGTCAACGGAGAAAACCACC | CCAGCACGTTTACGATGTCATA |
| Cdca8 | AAAAGCGAAAGGTAATCGAGGT | TGCAGATCGAAGATTCTTATGGC |
| Tpx2 | CACACCGTTGAAGGCAGTTG | ACAGCTCTCTTAGCATCCAGG |
| Top2a | AACAAAGGGACCCAAAAATGTCT | TGTGTTCAACAACAGGGATTCC |

**Table S2. Mutation analysis of predicted off-target loci in *Pkm1*-KO mice.**

| Rank | Candidate off-target sequence | CFD score | Chromosome | Gene context | Indel frequency |
| --- | --- | --- | --- | --- | --- |
| 1 | AACTGATAAACACTTATAAAAGG | 0.736607143 | chr6 | Intergenic | 1% |
| 2 | GGCTAATAGACACTTATAAGTGG | 0.513181505 | chrX | Intergenic | 0.60% |
| 3 | GGCTAATATACACTTATAAGTGG | 0.461863354 | chr12 | Intergenic | 0.90% |
| 4 | TGCTAATATTCACTTATAAGTGG | 0.42605042 | chr12 | Intergenic | 1.10% |
| 5 | GGCTGCAAAACATTTACAAGTGG | 0.413554987 | chr2 | Exon of *Sema6d* | 0.90% |
| 6 | TGCTGATATACACATATAAAGGG | 0.323341837 | chr12 | Intergenic | 0.70% |
| 7 | TGCTGTTAGGCACTTATAAAAGG | 0.322420635 | chr12 | Intron of *Rgs6* | 0.90% |
| 8 | TACTGTTAAAAACTTAAAAGGGG | 0.314285714 | chr16 | Intron of *Hacd2* | 1.40% |
| 9 | TGCAGATATACACTTATAAGTGG | 0.265306122 | chr17 | Intergenic | 0.90% |
| 10 | TTCAGCAAAACACTTATAAGGGG | 0.265151515 | chr2 | Intron of *Arhgap15* | 1.40% |
| 11 | TGCTACTACTCACTAATAAGTGG | 0.252985404 | chrX | Intergenic | 0.70% |
| 12 | CCCAACTAAACACTTATAAGTGG | 0.244897959 | chr11 | Intron of *Gpatch8* | 1.40% |
| 13 | GGCAGCGAATCACTTATAAGTGG | 0.2364117 | chr1 | Intergenic | 0.70% |
| 14 | AGCTACTAAACACTTAAAACAGG | 0.198095238 | chr15 | Intergenic | 1.20% |
| 15 | TACTGGAAAACACTTAAAAGTGG | 0.197435897 | chr7 | Intergenic | 1.60% |

**Table S3. Antibodies and compounds used in this study.**

|  | Company | Catalog number |
| --- | --- | --- |
| PKM1 | CST | 7067S |
| PKM2 | CST | 4053S |
| α-Tubulin | Proteintech | 66031-1-Ig |
| α-Actinin | Sigma | A7811 |
| Ki67 | CST | 9129T |
| pH3 | CST | 9706L |
| AURKB | CST | 3094S |
| p-AMPK | CST | 2535T |
| AMPK | Proteintech | 10929-2-AP |
| NFYa | Santa Cruz | sc-17753 |
| α-Actinin | Thermo Fisher Scientific | 701914 |
| GAPDH | CST | 5174S |
| β-Actin | CST | 4970T |
| H3 | Abcam | ab1791 |
| AMPK-IN1 | MCE | HY-120904 |
| AMPK-IN3 | MCE | HY-151361 |
| MG132 | Selleck | S2619 |
| CHX | Selleck | S7418 |
| E64d | Selleck | S7393 |

How the deposited data were processed for this re-analysis (not part of the article)

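RNA-seq libraries from E18.5 ventricular tissue (heart in the sample labels), 3 from WT and 3 from *Pkm1*-KO embryos, were analysed. The authors removed ribosomal RNA, sequenced paired ends, aligned clean reads with Hisat2 and assembled transcripts with StringTie; the genome build, the counting program and the versions are not named in the paper's text. The authors deposited raw counts per gene symbol, 1 column per library. In the same table, the authors deposited their edgeR comparison of KO with WT as log2 fold changes, average log2 CPM, p-values and false discovery rates. These deposited values were used only where the text names the authors' deposited table.

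Library totals ranged from 15597756 to 19875546 counts in WT and from 15567624 to 18577404 in KO, with medians of 17460339 and 18318394. At these depths 3 counts correspond to 0.153 to 0.197 CPM. The ribosomal RNA gene *Rn45s* took 2.21% to 2.48% of the counts in WT and 2.70% to 2.79% in KO, and *Ttn*, the most abundant gene, took 7.73% to 7.79%. The table holds 13809 genes, none with a mitochondrial gene name. Of these symbols, 13299 matched the reference annotation of GRCm38 directly, 415 through an older symbol and 68 through RefSeq, and 27 did not match. Reads shared by paralogs, pseudogenes or overlapping genes may have been split or dropped by the authors' counting.

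Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the genotype given (13804 kept, 5 left out), scaled with TMM and tested by edgeR's quasi-likelihood test with genotype as the only term and Benjamini-Hochberg adjustment. Thresholds were an adjusted p under 0.05, alone and with a change of at least 1.5-fold. Principal components were computed on centred log2 CPM with a prior count of 2. Gene lists were tested two-sided with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 20 lists: muscle development, S phase, G2/M phase, the genes of Fig. 4e, the labels of Fig. S4d, cholesterol biosynthesis, fatty acid oxidation, glycolysis without *Pkm*, the integrated stress response, ER stress, immediate early genes, sex-linked genes, hypertrophy, NFY and Sp subunits, and markers of atrial, endothelial, fibroblast, epicardial, erythroid and immune cells. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

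The genes named are those the paper names for these hearts, the 5 with the smallest adjusted p and the 5 with the largest fold change in each direction (adjusted p under 0.05, mean of at least 1 CPM, no overlap between the groups), and members of a list where that list is discussed. This rule, the tests, the lists and the alternatives were set before the data were examined, except where the text says otherwise. The alternatives were RLE size factors, TMM without the ribosomal RNA gene, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, limma's voom, no filter on low counts, at least 10 counts in every library, genes on X and Y left out, the fry test, camera with an estimated correlation, other inputs to the principal components, and each library left out in turn. Summing WT a and WT b as 1 library was added after the data were examined.

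The tests were tried on simulated counts with the means and library sizes of these libraries. With 200 of 13804 genes changed by 1.5-fold, the quasi-likelihood test recovered 168 (84%) with 9 false calls (5.08% of its calls) and 0 in the wrong direction. With nothing changed it called 2 of 13804 genes and camera called 0 of 20 lists. The simulated genes varied independently of each other, so camera's false calls where genes vary together were not tested. Promoter motifs, the CM4 marker genes, the *Nfya*-CKO genes and the genes bound by NFYa were not analysed here.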

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

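The tests of sex, of exchanged libraries and of atrial tissue were chosen only after the results were seen. Each transcript here had a signal in KO hearts above its level in WT hearts and is not discussed in the paper.

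*Xist* was at 2285 CPM in KO and 5.26 CPM in WT hearts. The 4 other X-linked genes of the list, *Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*, were each higher in every KO library than in every WT library, and the Y-linked *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* had 0 counts in every KO library. An exchange of libraries between the genotypes is argued against by *Pkm*, whose lowest WT library was 2.36 times its highest KO library. The values are consistent with embryos of different sex in the 2 groups: 4 of 4 such X-linked genes parted the libraries, a test in which these genes need not have parted them. The paper's text does not state the sex of the sequenced embryos. Because every WT library has Y-linked transcripts and no KO library has them, an effect of sex on other genes cannot be told apart from an effect of genotype for the 4055 genes outside X and Y that passed the threshold.

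*Eno1b* was at 27.7 CPM in KO and 0.643 CPM in WT hearts. Of its 50-base words, 75.3% also occur in *Eno1* transcripts, and the table has 0 entries named *Eno1*, so reads from a near-identical copy may have been assigned to it. Whether *Eno1b* itself, the assignment of reads or a variant of a copy differs between the groups cannot be told apart from counts per gene.

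*Myl4* was at 305 CPM in KO and 142 CPM in WT hearts, and *Myl7* and *Nppa* were also higher, so 3 of the 6 tested atrial genes were higher past the threshold. The remaining 3, *Nr2f1*, *Nr2f2* and *Stard10*, were not called in either direction. Atrial tissue in the KO samples cannot be told apart from a change within ventricular cells: the 3 uncalled genes lie at 2.40, 27.8 and 7.91 CPM in WT, where a small atrial share may not show. The labels name the tissue as heart and the paper as ventricular.

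*Chac1* (1.76 CPM in KO, 0.291 in WT) and *Trib3* (4.08 CPM in KO, 1.69 in WT) belong to the list of the integrated stress response, of which 7 of 15 genes were higher past the threshold while *Atf4* had a log2 fold change of -0.46. As a set the list passed under fry (adjusted p = 0.0230) and not under camera with the preset (0.137) or the estimated correlation (0.302). *Mpzl2* (3.68 CPM in KO, 0.753 in WT) and *Gm3002* (1.90 CPM in KO, 0.446 in WT) are low, and *Gm3002* is 1 member of a family whose reads may be shared. *Acta1*, at 54.0 CPM in KO and 25.9 CPM in WT, rose against the median of the muscle development list. Library size is argued against for these and the transcripts above: after thinning every library to 15567624 counts, 3950 genes passed the threshold and all 8 transcripts were still among them. The sex of the embryos and the genotype stay open for each apart from *Xist*.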

How the results depend on the processing

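Summing WT a and WT b was chosen only after the data were seen; the other settings were not. No paired analysis was possible because the columns carry no replicate numbers. The promoter motif test was not run, since no genome sequence was used here, and another pseudocount was not run because the values are counts. Leaving mitochondrial genes out of TMM removed no gene, and leaving out *Rn45s* changed the number of higher genes from 2011 to 2012.

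The numbers of genes past the threshold stayed within 1.5 times under every setting, from 1639 lower and 1362 higher (DESeq2) to 2306 lower (without WT c) and 2199 higher (likelihood ratio test). With each library left out, 1704 to 2306 genes were lower and 1479 to 2013 higher. *Pkm* kept its direction and call in all 16 settings, with log2 fold changes from -1.30 to -1.26. The median log2 fold change of all genes was 0.00172, and 5.36e-04 to 0.00309 under the alternatives.

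PC1 held 45.4% with genes scaled to unit variance, 62.4% with at least 10 counts in every library and 84.7% with the 500 most variable genes, against 67.2%; PC2 held 18.8%, 11.8% and 5.26%, against 10.5%. Across the 6 fits that each left out 1 library, PC1 ranged from 68.3% to 70.6% and PC2 from 10.1% to 13.1%. The cause was not tested, beyond the different genes and libraries used. The groups lay apart on PC1 in each.

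With camera's correlation estimated, the adjusted p was 0.164 for muscle development, 0.132 for G2/M phase and 0.234 for the Fig. 4e genes, none past the threshold. With each library left out and the preset correlation, the ranges were 1.75e-09 to 9.27e-07, 0.00825 to 0.0282 and 0.00420 to 0.0271. Of the remaining lists, apart from the labels of Fig. S4d, 6 passed at first, 10 under fry and 3 with the estimated correlation. The cause was not tested.

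Of the 12 Fig. 4e genes, 6 (without KO a) to 9 passed in the 6 fits with 1 library left out, against 10, as fewer libraries were used. Over 16 settings, *E2f7* kept its call in 7, *Nusap1* in 8 and *Cdca8* in 10. *E2f7* also lost it with genes on X and Y left out (adjusted p = 0.05005). With at least 10 counts in every library its adjusted p was 0.0532, and without KO c it was 0.210. *Nusap1* lost its call under DESeq2 (adjusted p = 0.0891), edgeR's exact test (0.0514), voom (0.0578) and all fits with 1 library left out except that without WT b, up to 0.234; its smallest value was 0.00190 (all Benjamini-Hochberg, with the quasi-likelihood test unless named). Requiring 10 counts in every library left 5 of the 9 sex-linked genes, because the Y-linked genes have 0 counts in KO; the set then rose (adjusted p = 1.31e-105) where it had fallen.

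Changes of single genes were tallied only for genes named by the rule above and for the sex-linked, hypertrophy, atrial, and NFY and Sp lists. Among these, the direction reversed, without a call, for *Aurkb*, *Nr2f1* and *Nfyb*. The log2 fold changes of *Aurkb* were -0.0825 to 0.0243 with 1 library left out, the latter without KO c, and 0.0190 without WT b. Those of *Nr2f1* were -0.421 to 0.0190, the latter without WT a. Those of *Nfyb* were -0.0790 to 0.0290, the latter without KO b, and 0.00971 without WT c. The direction of other list members could also reverse, as for *Nebl* (-0.0173 to 0.0807) and *Tbx5* (-0.0608 to 0.0294). For the erythroid list the direction reversed under fry (adjusted p = 0.888), with WT a and WT b summed (0.975) and without WT b or KO b (0.941 and 0.934, range 0.864 to 0.980). The cause was not tested. For the single genes tallied, counting *Nusap1*, 13 changes of setting gave a weaker result. Among fits with 1 library left out, 22 were weaker and 2 stronger. List members outside the tally could also lose their calls with 1 library left out. Examples are *Socs3* and *Nexn*, with adjusted p-values up to 0.0644 and 0.0525 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the other lists, 3 settings were weaker and 4 stronger, and 4 fits with 1 library left out were weaker and 1 stronger.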

Differences from the paper's values

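Of the values compared here, only the number of genes at an unadjusted p was chosen after the results were seen. The ratios of KO to WT set beside the qRT-PCR of Fig. 4e are fold changes fitted by edgeR, on the linear scale.

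The paper's ratio was about 0.39 in Fig. 4e, read by eye, for *Ccnd1*, against 0.892 here. The same panel, read by eye, gave about 0.40 in Fig. 4e for *Ccnd2* against 0.907, about 0.27 for *Ccng1* against 0.871, about 0.28 for *Racgap1* against 0.852, about 0.17 for *Kif20a* against 0.878, about 0.19 for *Prc1* against 0.884, about 0.41 for *Tpx2* against 0.905 and about 0.33 for *Top2a* against 0.950. None of the alternatives set before the data were examined brought these values within 1.5 times of each other. For *Nusap1* the paper's ratio was about 0.57 in Fig. 4e, read by eye, against 0.883; of those alternatives, only leaving out WT b (0.824) brought the values within 1.5 times of each other, and a gap remained.

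The paper's share of variance on PC1 was about 42% in Fig. S4c, read by eye, against 67.2%. Scaling genes to unit variance (45.4%) and requiring 10 counts in every library (62.4%) brought it within 1.5 times; the other alternatives set before the data were examined did not. On PC2 it was about 19% in Fig. S4c, read by eye, against 10.5%. Scaling (18.8%) and leaving out KO a (12.9%), KO b (13.0%) or KO c (13.1%) brought it within 1.5 times, and the others did not.

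For the total of downregulated genes the paper shows about 2900 in Fig. 4c, read by eye, against 2168 here, which is within 1.5 times. DESeq2 (1639) and leaving out WT b (1827), KO a (1704), KO b (1793) or KO c (1735) moved it past 1.5 times. The other alternatives compared did not. At an unadjusted p under 0.05 the quasi-likelihood test gave 2865.

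The paper states that *Nfya* transcript levels were not altered in KO hearts, by qRT-PCR. In these libraries *Nfya* had a log2 fold change of 0.27 (adjusted p = 6.92e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; range over the alternatives 4.86e-05 to 0.0117), and in the authors' deposited table its log2 fold change was 0.27 with a false discovery rate of 4.86e-05. The paper shows *Cdk1* and *Top2a* as lowered by qRT-PCR. Here neither passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.101 and 0.0687). *Top2a* passed without WT c (adjusted p = 0.00265 from the same quasi-likelihood test), and the smallest adjusted p of *Cdk1* under any alternative was 0.0816.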

Other observations

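The tests of normalization, cell composition, collection of the hearts, read pairs, RNA samples, sex and unadjusted p-values were chosen only after the results were seen, as was the test of GC content and length on the immediate early genes.

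Of the 10 ways to split the 6 libraries into 3 and 3, 1 (the real split) gave as many genes past the threshold, and 1 gave as many with a change of at least 1.5-fold. The other 9 splits gave 0 genes past it and 155 to 343 genes at an unadjusted p under 0.05, against 5623. With 3 against 3 the share cannot fall under 0.1, so chance cannot be excluded by this count. The real split gave 10 lists with an adjusted p under 0.05 (1 of 10 splits as many), and other splits gave up to 8. For muscle development 1 of the 10 splits gave a camera p as small, for G2/M phase 3 and for the Fig. 4e genes 3. The smallest p for the Fig. 4e genes, 8.39e-05, came from the split with WT a, WT c and KO b together. Each of those splits sets 2 libraries of a genotype and 1 of the other against the reverse, so part of the genotype difference remains in it and adds to its spread. A smooth trend in GC content and transcript length was removed as a test; the medians were then -0.1177 for muscle development, -0.1766 for Fig. 4e, -0.08544 for G2/M, -0.5325 for cholesterol biosynthesis and -1.239 for immediate early genes, so this trend is argued against as their whole cause.

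Outside X and Y, 4055 genes passed the threshold, which is 97.0% of all calls. On X, 120 of 477 genes (25.2%) passed, and on the autosomes 4048 of 13296 (30.4%), a lower share on X (Fisher's exact test, two-sided, p = 0.0129; genes are not independent). Sex and genotype coincide in these libraries, so no share of the autosomal changes can be given to either.

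All 25 immediate early genes of the list were lower in KO hearts and past the threshold, 21 by at least 1.5-fold, with a median log2 fold change of -1.22 (camera, adjusted p = 5.05e-174; 0.00337 with estimated correlation). The list was written after reading the labels of Fig. S4d, which hold 3 of its genes. A scaling factor for a library moves all its genes alike, while the log2 fold changes of the list ranged from -4.02 to -0.50 and its median minus that of all tested genes was -1.221, which argues against the normalization as the cause. The medians of the endothelial (-0.03), fibroblast (-0.07) and epicardial (0.26) lists argue against a smaller share of those cells as the cause. The immune list had a lower median than the endothelial, fibroblast and epicardial lists, -0.1285, with 5 genes lower and 3 higher. Its *C1qa* (-0.78) and *C1qc* (-0.64) were lower past the threshold. The largest fall in the immune list, -0.78, was smaller than the median fall of the immediate early genes, -1.22. This argues against a smaller share of the cells carrying these immune genes as the whole cause. A candidate explanation is the collection of the hearts. Within groups the variance of these genes was 2.44 times that of counting noise, against a median of 1.88 (95% of lists from 1.15 to 2.96) for 1000 matched lists, 13.5% of which reached as much. Handling that differed between the groups, sex and genotype cannot be told apart here, since each coincides with the groups.

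Among genes with more than 5000 counts, the ratio of observed variance to counting noise was 2.31 for WT a and WT b, 14.0 for WT a and WT c, 9.42 for WT b and WT c and 2.55 to 4.46 for KO pairs, against 21.7 to 44.8 between the groups. At most 50.53% of the counts in a library were even, which argues against each read pair having been counted as 2 reads. Whether libraries of 1 group came from 1 RNA sample cannot be told apart from similar embryos: the largest ratio within a group, 14.0, and the growth of the ratio with the count could arise from either. With WT a and WT b summed as 1 library, 2043 genes were lower and 1821 higher.

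Cholesterol biosynthesis genes were lower as a set: 20 of 21 lower, 18 past the threshold, median -0.54 (camera, adjusted p = 6.17e-20; 0.00581 with estimated correlation). *Insig1* had a log2 fold change of -1.14. Glycolysis genes other than *Pkm* were higher (12 of 17, median 0.08, adjusted p = 2.37e-04; 0.0653 with estimated correlation), with *Slc2a1* at 0.68. Fatty acid oxidation (17 of 20 lower, median -0.12) and ER stress (14 of 15 lower, median -0.12) both had a camera adjusted p of 0.0441. Both lists also passed under fry (1.87e-04 and 0.00256), and neither passed with the estimated correlation (0.167 and 0.169). Their calls were also lost with 1 library left out, fatty acid oxidation without KO b (0.0675) or KO c (0.0553) and ER stress without WT c (0.0503) or KO c (0.0732). The atrial list was higher (4 of 6, median 0.37, adjusted p = 4.49e-10). The labels of Fig. S4d, picked from these libraries, had an adjusted p of 2.56e-09. Not past the threshold of camera with its preset correlation were the lists of endothelial (adjusted p = 0.597), epicardial (0.153), erythroid (0.961; 4 of 9 genes tested), fibroblast (0.118), immune (0.492), hypertrophy (0.678), integrated stress response (0.137), NFY and Sp (0.312) and sex-linked genes (0.492), with Benjamini-Hochberg adjustment. Of these, fry called the fibroblast list lower (2.59e-04) and the epicardial (0.0199), integrated stress response (0.0230) and NFY and Sp (0.0460) lists higher, and none of the 4 passed with the estimated correlation (0.234, 0.302, 0.302 and 0.414). The sex-linked list passed without WT b (0.0477).

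*Nfya* rose from 43.1 ± 2.32 to 51.8 ± 2.39 CPM (SD, n = 3 each). *Nfyc* and *Sp1* had log2 fold changes of 0.22 and 0.12 (adjusted p = 7.73e-04 and 0.0174), *Nfyb* of -0.02 and *Sp2* of -0.16 (0.890 and 0.144; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of *Sp1* was lost without KO a or KO b (0.0616 and 0.0810), and *Sp2* passed without KO a (log2 fold change -0.25, 0.0417). *Mki67* had a log2 fold change of -0.17 (7.92e-05), *Tbx20* of -0.14, *Hey2* of 0.33 and *Aurkb* of -0.03 (0.809).

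Within 10 Mb of *Pkm*, 12 of 161 genes (7.45%) changed by at least 1.5-fold past the threshold, against 810 of 13134 other autosomal genes (6.17%; Fisher's exact test, two-sided, p = 0.508). Strain variants linked to *Pkm* may still act on single genes, which this test cannot exclude.

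The authors' deposited table holds 2880 lower genes at an unadjusted p under 0.05 and 2256 at a false discovery rate under 0.05. The total of downregulated genes in Fig. 4c, read by eye, lies nearer the former, which is consistent with genes taken at an unadjusted p under 0.05.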
